# Myeloid Cell and Transcriptome Signatures Associated With Inflammation Resolution in a Model of Self-Limiting Acute Brain Inflammation

**DOI:** 10.3389/fimmu.2019.01048

**Published:** 2019-05-17

**Authors:** Claire L. Davies, Anirudh Patir, Barry W. McColl

**Keywords:** brain, inflammation, macrophage, microglia, neuroinflammation, neutrophil, resolution, transcriptome

## Abstract

Inflammation contributes to tissue repair and restoration of function after infection or injury. However, some forms of inflammation can cause tissue damage and disease, particularly if inappropriately activated, excessive, or not resolved adequately. The mechanisms that prevent excessive or chronic inflammation are therefore important to understand. This is particularly important in the central nervous system where some effects of inflammation can have particularly harmful consequences, including irreversible damage. An increasing number of neurological disorders, both acute and chronic, and their complications are associated with aberrant neuroinflammatory activity. Here we describe a model of self-limiting acute brain inflammation optimized to study mechanisms underlying inflammation resolution. Inflammation was induced by intracerebral injection of lipopolysaccharide (LPS) and the temporal profile of key cellular and molecular changes were defined during the progression of the inflammatory response. The kinetics of accumulation and loss of neutrophils in the brain enabled well-demarcated phases of inflammation to be operatively defined, including induction and resolution phases. Microglial reactivity and accumulation of monocyte-derived macrophages were maximal at the onset of and during the resolution phase. We profiled the transcriptome-wide gene expression changes at representative induction and resolution timepoints and used gene coexpression network analysis to identify gene clusters. This revealed a distinct cluster of genes associated with inflammation resolution that were induced selectively or maximally during this phase and indicated an active programming of gene expression that may drive resolution as has been described in other tissues. Induction of gene networks involved in lysosomal function, lipid metabolism, and a comparative switch to MHC-II antigen presentation (relative to MHC-I during induction) were prominent during the resolution phase. The restoration and/or further induction of microglial homeostatic signature genes was notable during the resolution phase. We propose the current model as a tractable reductionist system to complement more complex models for further understanding how inflammation resolution in the brain is regulated and as a platform for *in vivo* testing/screening of candidate resolution-modifying interventions. Our data highlight how resolution involves active cellular and transcriptome reprogramming and identify candidate gene networks associated with resolution-phase adaptations that warrant further study.

## Introduction

Acute inflammation is critical to stimulate tissue repair yet if uncontrolled or insufficiently resolved can progress to chronic inflammation that has potentially harmful consequences (1). In the central nervous system (CNS), chronic neuroinflammation and dysfunction of cells involved (e.g., microglia, recruited immune cells) is increasingly implicated in the progression of neurodegenerative disease (2–6). Infection as well as sterile damage to the CNS such as caused by stroke and trauma, also elicit potent inflammatory responses (7, 8). Chronic inflammatory responses to these acute events have been proposed as a potential cause of long-term degenerative and cognitive complications (9–11). There is therefore a need to better understand mechanisms and to develop strategies that prevent progression to harmful chronic neuroinflammation. Understanding how self-limiting acute inflammatory reactions in the CNS are regulated may help achieve this.

Acute CNS inflammation is underpinned by proliferation and activation of brain-resident microglia (12) and, in some cases, influx of blood-borne immune cells, notably neutrophils (13, 14), and monocyte-derived macrophages (15–17). Collectively, these myeloid cells are key orchestrators of the innate immune response to CNS damage. Beneficial functions of inflammatory cells include phagocytosis of debris (18–20), provision of CNS barrier support (21, 22), and trophic support for tissue healing and repair (22–25). Importantly, depletion of certain innate immune cells can exacerbate CNS injury and prevent timely repair (22, 26–28). However, in some circumstances inflammation can be toxic and maladaptive. Following cerebral ischemia, failure to resolve the initial inflammatory response by removal of neutrophil toxins and apoptotic cells can exacerbate injury (29). The impact of controlling the severity of inflammation has been investigated through immunomodulatory interventions. For example, blocking interleukin-1, a critical mediator driving innate neuroinflammation (30), improved outcome in experimental stroke models (31) and has shown promise in clinical trials (32, 33). Minocycline was promising in clinical trials following ischaemic stroke (34–36). Nonetheless, other anti-inflammatory treatments have been less successful in stroke (37, 38). In traumatic brain injury, treatment with methylprednisolone had a less favorable recovery (39) whilst progesterone had no effect (40). These variable outcomes highlight that broad suppression of inflammatory responses may also negate possible beneficial effects of inflammation required for tissue repair, and that a greater understanding of the endogenous mechanisms that drive favorable resolution in the CNS is warranted.

Inflammation resolution in tissues outside the CNS has been more extensively studied, often using reductionist models such as LPS or zymosan-induced peritonitis (41). The utility of such models is underscored by their revealing insight to fundamental principles including that resolution is a highly active process and their identification of new mediators, notably the specialized pro-resolving mediators (SPMs) such as lipoxins, resolvins, and protectins (41–44). Previous work highlighted that inflammatory mechanisms in the brain may differ from peripheral tissues (30) therefore it is unclear whether similar mechanisms and mediators operate during resolution of CNS inflammation. A tractable model of CNS inflammation optimized for probing cellular and molecular components of the resolution phase is likely to be a useful complement to more complex injury- and disease-specific models.

Here, we present a self-limiting model of acute CNS inflammation induced by intracerebral liposaccharide injection that has a well-demarcated resolution phase. We have determined the cellular profile and kinetics of key myeloid cell accumulation as the inflammatory reaction progresses from induction to resolution. We have also generated a transcriptomic profile defining resolution that highlights the active nature of the resolution phase and identifies candidate pathways and mediators for future study. The current work provides an experimental platform and underpinning data to support further studies addressing candidate endogenous mechanisms of inflammation resolution in the brain.

## Materials and Methods

### Mice

Male 8–12 week old C57bl/6J mice were purchased from Charles River Laboratories and acclimatized for a minimum of 1 week prior to procedures. Young adult male mice were used to provide the broadest relevance for reference to existing literature and comparisons with related models, the majority of which have been conducted using male mice. A breeding colony of *Ccr2*^RFP^ mice [B6.129(Cg)-*Ccr2*^*tm*2.1*Ifc*^/J; Jax stock #017586] as described previously (45) was maintained locally. Mice were maintained under specific pathogen-free conditions and a standard 12 h light/dark cycle with unrestricted access to food and water. Mice were housed in individually ventilated cages in groups of up to five mice. All procedures involving live animals were carried out under the authority of a UK Home Office Project License in accordance with the “Animals (Scientific Procedures) Act 1986” and Directive 2010/63/EU and were approved by the local Animal Welfare and Ethics Review Board (AWERB).

### Intracerebral Injections

Mice were positioned in a stereotaxic frame (Stoelting, USA) under isoflurane anesthesia (0.2 L/min O_2_ and 0.5 L/min N_2_O). The skull was exposed via a midline incision and a small craniotomy was made overlying the left hemisphere 2 mm lateral to Bregma using an Ideal micro drill (tip diameter 0.8 mm) (Stoelting). Stereotaxic injections were performed using pre-calibrated glass microcapillary pipettes (Drummond Scientific, USA), previously pulled using a vertical electrode puller (Model PP830, Japan). Co-ordinates for intrastriatal injection were 2 mm lateral to Bregma (left hemisphere) and 2.5 mm below the brain surface (Franklin and Paxinos, 2007). One microliter LPS (*E. coli* 0127:B8, 5 mg/ml) or PBS was injected at a rate of 0.5 μL/min. The wound was sutured and topical local anesthetic (lidocaine/prilocaine, EMLA) applied. Mice were recovered from general anesthesia and returned to standard housing for indicated durations. Post-operative dehydration was prevented with subcutaneous saline injections. Mice were monitored regularly during the post-operative period using a clinical scoring system.

### Tissue Processing

At indicated time points, mice were deeply anesthetized with isoflurane (0.2 L/min O_2_ and 0.5 L/min N_2_O) and perfused transcardially with physiological saline (0.1% DEPC-treated for experiments proceeding to RNA extraction) to remove circulating blood. For flow cytometry, the hemisphere ipsilateral to injection was dissected and a brain cell suspension prepared immediately as below. For transcriptomic profiling, a 4 mm brain sample block surrounding the injection site was dissected from the ipsilateral hemisphere using a mouse brain matrix and snap-frozen. For immunohistochemistry and histology, after saline perfusion mice were perfused with 4% paraformaldehyde. Brains were removed and post-fixed in 4% paraformaldehyde for 24–48 h, cryoprotected in 20% sucrose solution overnight then frozen by immersion in chilled (−40°C) isopentane. Twenty micrometer coronal sections were cut on a freezing sledge microtome (Bright Instruments, Huntingdon, UK) and stored in cryoprotectant medium (100 ml 10x phosphate buffer, 300 ml ethylene glycol, 200 ml glycerol, 400 ml dH_2_O) at −20°C.

### Immunohistochemistry

Cryoprotected brain sections were placed into a 24-well plate and washed in PBS. Endogenous peroxidase was blocked by incubation with 0.3% hydrogen peroxide in dH_2_O for 15 min and sections washed in PBS. Sections were incubated in 5% normal serum (from species secondary antibody raised in) diluted in 0.3% Triton/PBS for 1 h then in primary antibody solution (2.5% normal serum in 0.3% Triton/PBS) overnight at 4°C. Primary antibodies used were: rabbit polyclonal anti-IBA1 (Wako Chemicals, Japan), rabbit polyclonal anti-neutrophils (batch SJC4, gift from D Anthony, University of Oxford, UK), goat polyclonal anti-ICAM-1 (R&D Systems, UK). Primary antibody staining was omitted for detection of endogenous mouse IgG. Sections were then washed in PBS and incubated with biotinylated secondary antibody (1:200 in PBS; Vector Laboratories, UK) for 1 h. After further washes in PBS, sections were incubated with avidin-biotin peroxidase complex solution (Vectastain ABC, Vector, UK) for 1 h, washed in PBS then incubated in diaminobenzidine (DAB) solution (100 μl DAB, 2.5 μl H_2_O_2_ in 5 ml dH_2_0) for 30 s. DAB solution was aspirated and sections rinsed with dH_2_O. Sections were washed in PBS, mounted on gelatine-coated slides and dried overnight then dehydrated in a series of alcohols followed by incubation in xylene for 10 min. Coverslips were applied using Pertex medium (Cell Path Ltd., Newtown Powys, UK).

To quantify neutrophil accumulation on SJC4-immunostained sections, images were captured using a Nikon N1 upright microscope (Nikon, Surrey, UK). Regions-of-interest (ROI) were defined according to neuroanatomical reference points around the site of injection (Figure 1A). SJC4^+^ cells were marked on the digital images In Image J using the cell counter to ensure they were only counted once. The number of SJC4^+^ cells was counted in each of the ROIs and data expressed as the sum of the numbers in all ROIs.

**Figure 1:**
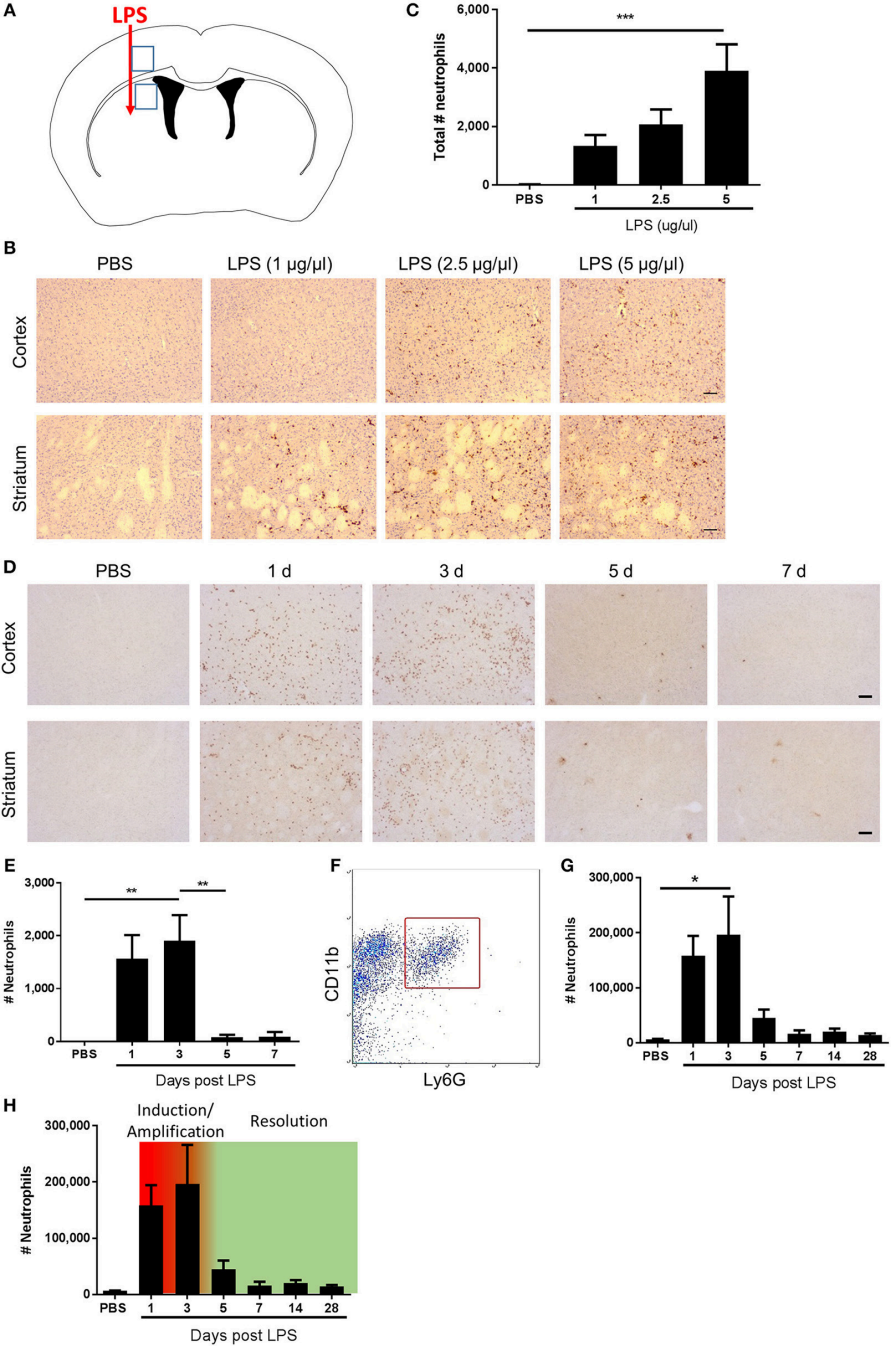
Kinetics of neutrophil accumulation and loss define operational phases of the inflammatory response to intracerebral LPS challenge. **(A)** Schematic showing location of stereotaxic injections. Regions 1 and 2 indicate areas of cerebral cortex and striatum, respectively, shown in **(B,D)**. **(B)** Representative immunostaining images of SJC4+ neutrophil accumulation in cortex (top) and striatum (bottom) (regions indicated in **A)** 24 h after LPS injection. Scale bar, 100 μm. **(C)** Quantification of the total number of SJC4+ neutrophils in the ipsilateral hemisphere 24 h after PBS or LPS injection. ^***^P < 0.001, one-way ANOVA with Dunnett's *post-hoc* test. *N* = 4–5 mice/group. **(D)** Representative immunostaining images of SJC4+ neutrophils in the cortex (top) and striatum (bottom) (regions indicated in **A)** following PBS or LPS injection and mice recovered up to 7 d. **(E)** Quantification of the total number of SJC4+ neutrophils following PBS or LPS injection and recovered up to 7 d. ^**^P < 0.01, one-way ANOVA with Bonferroni's *post-hoc* test. *N* = 6 mice/group. **(F)** Flow cytometric identification of CD11b^+^ Ly6G^+^ neutrophils in brain cell suspensions. **(G)** Quantification of total number of CD11b^+^ Ly6G^+^ neutrophils following PBS or LPS injection and mice recovered for up to 28 d. ^*^P < 0.05, one-way ANOVA with Bonferroni's *post-hoc* test. *N* = 4–7 mice/group. **(H)** Kinetics of neutrophil accumulation and loss following LPS injection shown in **(G)** overlaid with the timings for the phases defined operatively in the current study as inflammation initiation/amplification (1–3 d) and resolution (3–5 d).

### Histology

Cryoprotected brain sections were washed in PBS, mounted on to gelatine-coated slides and dried overnight at room temperature. Sections were submerged in xylene, followed by decreasing concentrations of alcohol. Sections were rinsed in tap water and then incubated in haematoxylin for 5 min. Sections were washed in running tap water, dipped in acid alcohol (0.5% HCl in 70% ethanol) and then incubated in eosin for 5 min. Sections were washed in running tap water and then dehydrated in increasing concentrations of alcohol. Finally, sections were incubated in xylene for 5 min and coverslips applied using Pertex mounting medium (Cell Path Ltd, UK). Images of stained sections were captured using a Nikon N1 upright microscope (Nikon, Surrey, UK).

### Flow Cytometry

Dissected brain samples were finely minced by scalpel blade in ice-cold Hanks Balanced Salt Solution HBSS (Sigma-Aldrich), centrifuged (400 g, 5 min, 4°C) resuspended and incubated for 1 h at 37°C in digestion cocktail (50 U/ml collagenase, 8.5 U/ml dispase, 100 ug/ml Nα-Tosyl-L-lysine chloromethyl ketone hydrochloride, 5 U/ml DNaseI in HBSS). Tissue was dissociated using a Dounce homogeniser and the enzymatic reaction terminated by addition of equal volume HBSS containing 10% fetal bovine serum. Homogenates were centrifuged (400 g, 5 min, 4°C) and pellets resuspended in 35% Percoll (GE Healthcare, Sweden), overlaid with HBSS then centrifuged (800 g, 45 min, 4°C). The cell pellet was resuspended in FACS buffer (DPBS containing 0.1% low endotoxin BSA). Cell suspensions were added to a 96-well plate and low affinity Fc receptors blocked by incubation of cells with anti-CD16/32 antibody for 30 min. Plates were centrifuged (400 g, 5 min), supernatants discarded and cell pellets disrupted by gentle agitation of plates. Cells were incubated with the following fluorochrome-conjugated rat monoclonal antibodies for 30 min: anti-mouse F4/80 (clone BM8, 1 μg/ml, BioLegend); anti-mouse/human CD11b (clone M1/70, 1 μg/ml, BioLegend); anti-mouse CD45 (clone 30-F11, 1 μg/ml, BioLegend), anti-mouse Ly6G (clone 1A8, 1 μg/ml, BioLegend), and anti-mouse CD3 (clone 17A2, 1 μg/ml, BioLegend). Plates were centrifuged (400 g, 5 min), supernatants discarded and cells resuspended in FACS buffer. Anticoagulated (sodium citrate) blood samples were collected from the tail vein. Fifty microliter blood was incubated for 15 min with anti-CD16/32 to block Fc receptors and then for 15 min with 1 μl each of fluorochrome-conjugated rat monoclonal antibodies used at stock concentration: anti-mouse/human CD11b (clone M1/70, BioLegend); anti-mouse Ly6G (clone 1A8, BioLegend), anti-mouse Ly6C (clone HK1.4, BioLegend) anti-mouse CD3 (clone 17A2, BioLegend), and anti-mouse/human CD45R/B220 (clone RA3-6B2, BioLegend). Red blood cells were lysed by addition of 450 μl FACS Lysing solution (BD Biosciences) immediately before data acquisition. Data for all samples were acquired using a LSR Fortessa (BD Biosciences) and analyzed using Summit (Dako) or FlowJo software. Compensation was performed using single-labeled samples as references and positive regions of staining were defined based on unstained samples. Gating and criteria for identifying discrete cell subpopulations were as described in the Results sections. For brain samples, the absolute number of cells of a specific subset was determined from the number of cells in the population divided by total viable cells, multiplied by the total viable cell yield from the hemisphere (derived from cell density calculated by haemocytometer on the single cell suspension). For blood samples, cell densities of specific subsets were computed from the number of cells in the gated population divided by total viable cells multiplied by the total blood leukocyte count (/ml) Mean fluorescent intensities (MFI) of selected cell populations were derived directly from software.

### RNA Extraction for Microarray

RNA was extracted from a 4 mm brain sample centered on the injection site dissected using a mouse brain matrix from the hemisphere ipsilateral to injection at indicated timepoints using the miRNeasy Mini kit (Qiagen) according to manufacturer's instructions. RNA quantities were determined by Nanodrop 1000 (Thermo Fisher Scientific, MA, USA) and RNA quality assessed using the Agilent Bioanalyzer (Agilent Technologies, CA, USA) and all samples passed a quality control threshold (RIN ≥7) to proceed to gene expression profiling. For microarrays, each biological replicate (*n* = 3) contained tissue pooled from three mice in a randomized manner and containing equivalent quantities of RNA from each constituent sample. Based on our previous experience using microarrays, this approach provides sufficient biological replication to maintain statistical power through minimizing inter-replicate variance. Constituent (unpooled) samples (*n* = 9) were also retained for validation by qPCR (see below).

### RNA Extraction for qPCR

Unpooled samples were used for qPCR assays. Isolated mixed cell suspensions prepared as above for flow cytometry were stored in RNAlater at −80°C. RNAlater was removed and cells were resuspended in 0.75 ml TRIzol, mixed to lyse cells, and incubated at room temperature for 5 min. 0.2 ml 1-Bromo-3-chloropropane was added to samples and shaken vigorously for 15 s, then incubated for 3 min at room temperature. Samples were centrifuged at 12,000 × *g* for 15 min at 4°C, and upper aqueous phase was collected. Another 0.2 ml 1-Bromo-3-chloropropane was added and repeated. One microliter of neat linear acrylamide and 0.5 ml 100% isopropanol were added to the aqueous phase and incubated at room temperature for 10 min. Samples were centrifuged at 12,000 × *g* for 10 min at 4°C. Supernatant was removed and the pellet was washed in 1 ml 75% ethanol. Samples were centrifuged at 7,500 × *g* for 5 min at 4°C, and pellet was then air-dried at room temperature. The pellet was resuspended in 30 μl RNase free water, incubated at 60°C for 10 min and quantity determined by Nanodrop 1000.

### Transcriptomic Profiling and Computational Analysis

Microarray assays were performed by Edinburgh Genomics, University of Edinburgh (https://genomics.ed.ac.uk/) as described previously (46). Total RNA was labeled using the IVT Express Kit (Affymetrix). First-strand cDNA was synthesized and converted to double-stranded DNA template for transcription and synthesis of aRNA incorporating a biotin-conjugated nucleotide. aRNA was purified and fragmented prior to hybridization on Affymetrix arrays. Biotin-labeled aRNA was hybridized to the whole mouse genome HT MG-430 PM array plate (Affymetrix, CA, USA) representing >39,000 transcripts, using the GeneTitan multi-channel instrument (Affymetrix). Microarray datasets were normalized by the Robust Multiarray Averaging (RMA) method in Affymetrix Expression Console (Affymetrix, CA, USA) and analysis performed using the ht_mg-430_pm.na36 annotation release (Affymetrix). Genes differentially expressed among treatment groups were determined by ANOVA with FDR correction using Affymetrix Transcriptome Analysis Console (TAC) and differentially expressed genes visualized by heat map. Transcripts significantly altered in expression (FDR *q* < 0.05, fold change ≥1.5) in LPS compared to PBS-treated mice were determined in TAC and log-transformed data visualized by volcano plot. For gene coexpression network analysis, a pairwise transcript-to-transcript coexpression matrix was computed in Graphia Pro (https://kajeka.com/graphia-professional/; Kajeka, UK) from the set of differentially-expressed transcripts among all treatments (determine in TAC as above) using a Pearson correlation threshold *r* ≥ 0.95. A network graph was generated where nodes represent individual probesets (transcripts/genes), and edges between them the correlation in expression pattern across treatment groups. The graph was clustered into discrete groups of transcripts sharing similar expression profiles using the Markov clustering algorithm in Graphia (inflation = 2.2). Transcript content of key clusters was inspected manually. Cluster enrichment for Gene Ontology (GO) biological processes and cell components was determined in DAVID (https://david.ncifcrf.gov/) using default criteria. Microarray datasets are available at NCBI GEO with accession GSE122815.

### Quantitative PCR

cDNA was synthesized from DNase-treated RNA samples using Superscript III Reverse Transcriptase (Life Technologies) according to manufacturer's instructions. Primers were designed using Primer BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and validated to ensure adequate efficiencies. Primer sequences were as follows: *Trem1* forward 5′-CTGGTGGTGACCAAGGGTTC-3′; *Trem1* reverse 5′-CTTGGGTAGGGATCGGGTTG-3′; *Trem2* forward 5′-CTGCTGATCACAGCCCTGTCCCAA-3′; *Trem2* reverse 5′-CCCCCAGTGCTTCAAGGCGTCATA-3′; *Gapdh* was used as the housekeeping gene. cDNA was mixed with forward and reverse primers, ROX reference dye and Platinum SYBR Green qPCR Supermix-UDG in DNase/RNase-free water and qPCR cycles performed on a Stratagene Mx3005P thermocycler (Agilent) as follows: hot-start denaturation cycle 95°C for 10 min, 40 cycles of amplification at 95°C for 15 s, 60°C for 20 s, and 72°C for 1 min, followed by one cycle of 95°C for 1 min, 55°C for 30 s, and 95°C for 30 s. Cycle threshold (Ct) values of target genes were normalized to *Gapdh* and data are expressed as fold change relative to control group (PBS) using the 2^∧^(^−ΔΔ^Ct) method.

### Experimental Design and Statistical Analysis

Estimates of sample size were determined from previous data (30) to achieve a power of 0.8 at *P* < 0.05. Data were analyzed using GraphPad Prism v6 (GraphPad Software Inc., CA, USA). One-way ANOVA with *post-hoc* correction was used for comparisons across multiple groups (Bonferroni) or to compare selected groups to control (Dunnett). For quantitative PCR, data were analyzed using a one sample *t*-test compared to PBS (reference value of 1 for the PBS group). Design and analysis of transcriptome data are described above. Analysis was performed unware of allocation to experimental group however no formal blinding procedure was used. Data are presented as mean ± SEM unless otherwise stated. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, and ^****^P < 0.0001. *P* ≤ 0.05 was considered statistically significant. False discovery rate (FDR) correction was applied for analysis of raw transcriptomic data as described above.

## Results

### Acute Intracerebral LPS Challenge Induces a Self-Limiting Inflammatory Response With Demarcated Induction and Resolution Phases

Neutrophils are defining cells of innate immune reactions and in tissues outside the CNS, the kinetics of their accumulation and loss in response to inflammatory stimuli, such as LPS, has been useful to operatively define different phases of the inflammatory response (41). We first assessed the effects of escalating doses of intrastriatal LPS injection on neutrophil accumulation 24 h after injection by immunohistochemistry (Figures 1A–C). As expected, in vehicle-injected mice there were negligible neutrophils evident in brain tissue. All doses of LPS induced marked accumulation of neutrophils in the brain parenchyma as well as increased numbers of neutrophils localized to the luminal and abluminal surfaces of blood vessels. Neutrophils were distributed throughout the striatum and the overlying motor and somatosensory cerebral cortex (Figure 1B). There was a concentration-dependent increase in the total number of neutrophils accumulating in brain tissue (incorporating parenchymal and vascular-associated cells) 24 h after LPS injection (Figure 1C). For further studies, we selected the highest concentration of LPS (5 μg/μl) given the robust and consistent response. We next assessed the temporal profile of neutrophil recruitment after LPS injection. As above, LPS induced marked neutrophil accumulation 24 h after injection and similar numbers were evident at 72 h (Figures 1D,E). In contrast, by 5 d after injection there were few neutrophils remaining and a negligible number of cells was also evident at 7 d suggesting the infiltration had almost completely resolved by this time-point. To corroborate and extend this profile we used flow cytometric quantification of brain cell suspensions. Neutrophils were clearly identified as a distinct population of CD11b^+^Ly6G^+^ cells (Figure 1F). Consistent with immunostaining data, there were few neutrophils in vehicle-injected mice and a marked increase in numbers was detectable at 24 h after injection that peaked at 72 h (Figure 1G). Thereafter, neutrophil numbers declined markedly by 5 d and further toward control levels by 7 d where they remained stable until 28 d after injection. Using the above data we could operatively define different phases of the evolving inflammatory reaction, including a well demarcated resolution phase (Figure 1H). We defined the induction/amplification phase as the initial 24 h period after injection, the plateau phase from 24 to 72 h reflecting the largely stable levels of neutrophils, and the resolution phase from 72 h onwards which is reflective of the decline in neutrophils from peak levels toward baseline. Thus, intrastriatal injection of LPS induces an acute self-limiting inflammatory reaction with well-demarcated induction and resolution phases as defined according to intracerebral neutrophil accumulation and loss.

### Temporal Changes to the Cerebrovasculature and Microglia/Macrophages in Relation to Induction and Resolution Phases

Changes to the adhesive properties and permeability of the vascular endothelium as well as reactivity in tissue macrophages are archetypal features of inflammatory responses. We performed an initial qualitative assessment of selected markers to understand how gross changes to the cerebrovasculature and microglial/macrophage population evolved in relation to the phases of inflammation defined above. Immunoreactivity of ICAM-1 (Figure 2A), an adhesion molecule induced in inflamed endothelium that mediates leukocyte transmigration, was undetectable in vehicle-injected brain but was induced 24 h after LPS injection. Further induction, reflected by greater intensity of immunostaining, occurred at 5 d and thereafter there was declining expression. Permeability of the blood-brain barrier (BBB), a key property of the brain microvascular endothelium, was assessed by leakage of endogenous IgG, which is normally prevented from entering the brain by the BBB. Alterations in IgG immunostaining were largely confined to the injected hemisphere (Figure 2B). A focal area of IgG immunoreactivity within the striatum was evident 24 h after LPS injection and this extended to the entire striatum and most cortical areas at the coronal plane of injection 3–7 d after injection. IBA1 immunostaining was used to assess the general pattern of microglia/macrophage reactivity and in vehicle-injected brains immunoreactivity was characteristic of ramified microglia evenly distributed throughout the parenchyma (Figure 2C). The intensity of IBA1+ cells within the ipsilateral striatum and cortex increased 24 h after LPS injection and there was evidence of hypertrophy of cell bodies indicative of microglial activation. At later time-points (3–7 d), there were modest increases in the density of IBA1+ cells (see flow cytometry data below for quantification) and a markedly greater range of cell morphologies and intensities evident. This included ramified cells with an intense, hypertrophic cell soma similar to those observed at 1 d and the appearance of cells with thickened, short processes and much larger, very intensely-stained cells largely devoid of processes (Figure 2C). This pattern indicated an increasing heterogeneity of the IBA1^+^ population from 3 d onwards coinciding with the resolution phase and likely reflected reactive changes in resident microglia and the accumulation of monocyte-derived macrophages. We also noted that there was negligible if any signs of microglial reactivity in vehicle-injected mice suggesting the mechanical nature of the injections themselves was not an inflammatory trigger and consistent with the absence of histological signs of trauma (Figure 2D).

**Figure 2:**
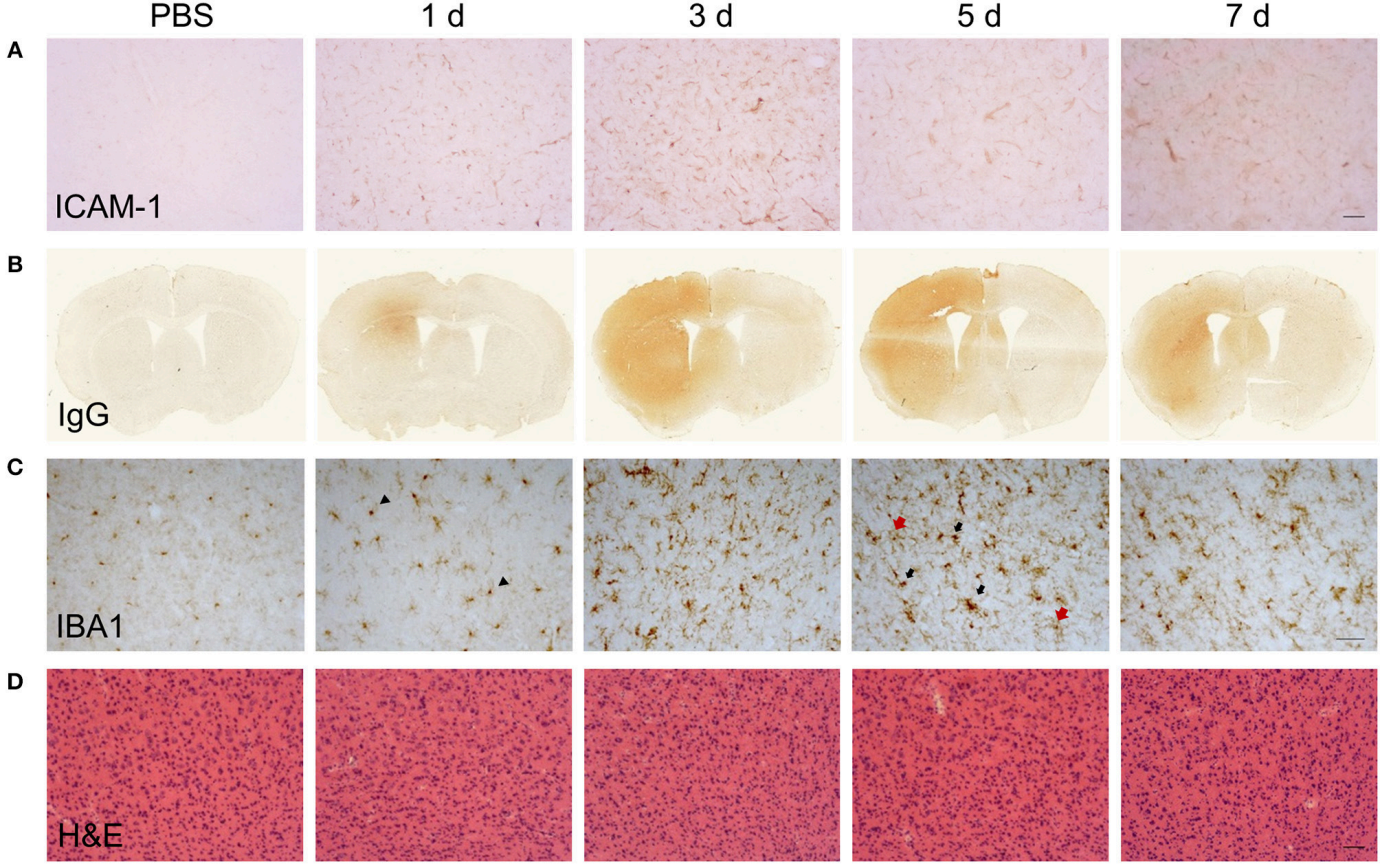
Temporal profile of cerebrovascular and gross CNS macrophage changes after intracerebral LPS challenge. Representative images of **(A)** cortical ICAM-1 and **(B)** IgG immunostaining at indicated timepoints after intracerebral LPS challenge indicate changes in cerebrovascular activation and blood-brain permeability. **(C)** Representative images of cortical IBA1 immunostaining at indicated timepoints after intracerebral LPS challenge. Morphological changes in IBA1^+^ cells from ramified in PBS-treated mice to intensely IBA1^+^ with shorter processes (1 d, arrowheads) and hypertrophic (5 d, black and red arrows) after LPS challenge were evident. **(D)** Representative images of haematoxylin and eosin (H & E) staining indicated no overt neuronal pathology caused by LPS injection. Scale bar: 100 μm **(A,D)**; 50 μm **(C)**.

### Accumulation of Monocyte-Derived Macrophages Coincides With the Onset of Inflammation Resolution

In view of the immunohistochemistry observations suggestive of an evolving mixed microglial/macrophage population in LPS-injected brains, we used flow cytometry to investigate the myeloid cell composition more thoroughly and quantitatively. Combinatorial expression of a panel of myeloid cell markers (CD11b, Ly6G, CD45) enabled identification of distinct phenotypic subpopulations. In vehicle-injected brains a relatively homogenous population of CD11b^+^CD45^lo^Ly6G^−^ cells was evident whereas after LPS injection additional CD11b^+^ populations appeared (Figure 3A). These included a Ly6G^+^ population (operationally defined as neutrophils for the present study) and two major subsets of CD11b^+^Ly6G^−^ cells that could be distinguished on the basis of differential CD45 expression intensity. We operationally defined CD11b^+^Ly6G^−^CD45^lo^ cells as microglia (i.e., resident macrophages of the brain parenchyma) and CD11b^+^Ly6G^−^CD45^hi^ cells as recruited monocytes (Mo)/monocyte-derived macrophages (Mo/MDMs) (a small proportion may comprise perivascular and/or choroid plexus macrophages also present in veh-injected mice) (Figure 3A). It should also be noted that the Ly6G^+^ and Ly6G^−^ CD45^hi^ recruited populations may comprise cells at various stages of differentiation that may include myeloid-derived suppressor cells (MDSCs) (47). Although microglial CD45 expression can be induced in the inflamed state, previous studies have shown that differential CD45 intensity reliably distinguishes these different sources. Indeed, in the present study at all time-points after LPS injection, mean CD45 intensity on the CD11b^+^Ly6G^−^CD45^hi^ population was 5–10-fold greater including when microglial CD45 intensity was induced to its maximum (almost doubling) at 3 d (Figures 3B, 4B). The number of total CD11b^+^ cells increased in LPS-injected brains reaching a peak 3 d after injection and declining to near baseline levels by 28 d (Figure 3C). The number of CD11b^+^Ly6G^−^CD45^lo^ microglia did not significantly increase in response to LPS challenge (Figure 3D). Negligible numbers of CD11b^+^Ly6G^−^CD45^hi^ cells were present in vehicle-injected brains and a marked increase in number was evident after LPS challenge with maximal accumulation 3 d after injection and a gradual decline thereafter (Figure 3E). To corroborate these findings and ensure there was no misidentification of microglia and Mo/MDMs using differential CD45 expression, we performed a separate experiment using heterozygous *Ccr2*^RFP/+^ reporter mice that express RFP in monocyte-derived cells but not microglia. RFP^+^ cells were largely absent from vehicle-injected brains whereas a clear accumulation of RFP^+^ cells was observed 3 d after LPS injection (Figure 3F). RFP expression was only found in Ly6G^−^ cells that were also expressing high levels of CD45 and not in CD11b^+^CD45^lo^ cells and almost all CD11b^+^CD45^hi^ cells were positive for RFP expression (Figure 3G). These data confirm the influx of Mo/MDMs and validate the use of differential CD45 expression to distinguish resident and recruited CNS macrophages in this model. This also excludes the theoretical possibility that the increase in number of CD11b^+^Ly6G^−^CD45^hi^ cells in response to LPS is predominantly an expansion of the perivascular macrophage population (which express higher levels of CD45 compared to parenchymal microglia) because previous studies have shown these are not derived from and do not turnover from CCR2-dependent (RFP^+^) bone marrow precursors (48). Alongside accumulation of blood-derived immune cells in the brain, we also observed elevated numbers of neutrophils and monocytes in the blood in response to intracerebral LPS challenge (Supplementary Figure 1), similar to our previous study (30), and indicative of a systemic myeloid cell mobilization likely contributing to the trafficking of cells into the inflamed brain. Overall, the flow cytometry data are consistent with the immunohistochemistry observations of a heterogeneous microglial/macrophage population and show that a marked accumulation of recruited blood-derived Mo/MDMs coincides with the onset of resolution 3 d after LPS injection.

**Figure 3:**
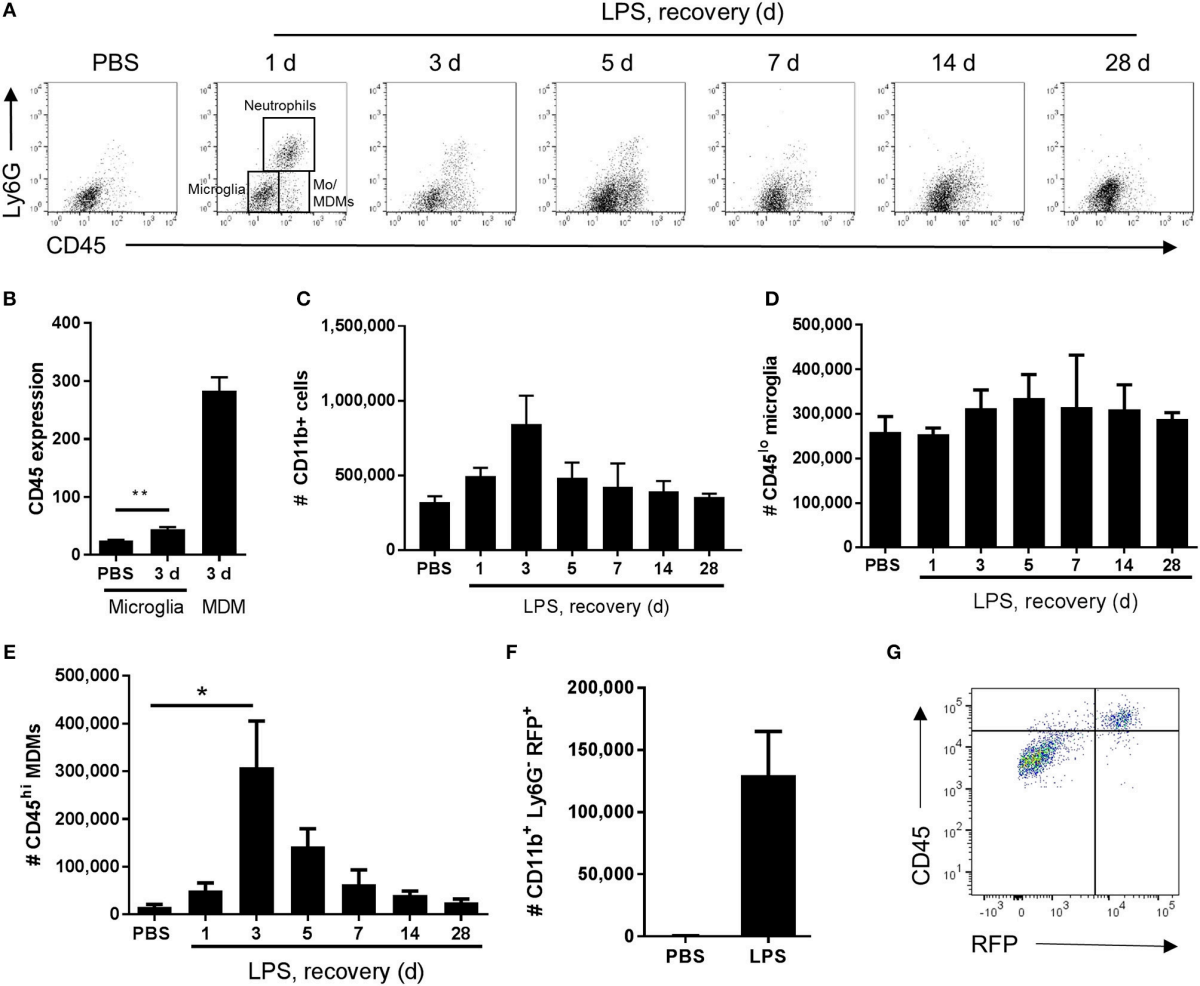
Temporal profile of microglial and monocyte-derived macrophage recruitment after intracerebral LPS challenge. Brain cell suspensions were prepared from the ipsilateral hemisphere after intrastriatal PBS or LPS injection at indicated timepoints. **(A)** Representative flow cytometry dot plots and regions defining selected myeloid cell subsets (annotated at 1 d timepoint after LPS) based on Ly6G^+^ and CD45^+^ labeling (with pre-gating on CD11b^+^CD3^−^ cells). Neutrophils were defined as Ly6G^+^CD45^hi^, microglia as Ly6G^−^CD45^lo^, and monocyte-derived macrophages (Mo/MDM) as Ly6G^−^CD45^hi^. Dot plots show representative changes in the composition of cell subsets as time progresses after LPS challenge. **(B)** Quantification of CD45 expression intensity in microglia 3 d after LPS with MDM expression shown for reference. ^**^P < 0.01, Student's *t*-test. Quantification of the total number of **(C)** CD11b^+^ cells, **(D)** CD11b^+^CD3^−^Ly6G^−^CD45^lo^ microglia, and **(E)** CD11b^+^CD3^−^Ly6G^−^CD45^hi^ Mo/MDMs in the ipsilateral hemisphere after PBS or LPS injection. ^*^P < 0.05, one-way ANOVA with Bonferroni's *post-hoc* test. **(F)** Quantification of the total number of CD11b^+^Ly6G^−^RFP^+^ MDMs after 3 d after intrastriatal PBS or LPS injection in *Ccr2*^RFP/+^ reporter mice. **(G)** Representative flow cytometry dot plot showing relationship between RFP and CD45 expression in brain cell suspensions from *Ccr2*^RFP/+^ reporter mice 3 d after intrastriatal LPS injection.

**Figure 4:**
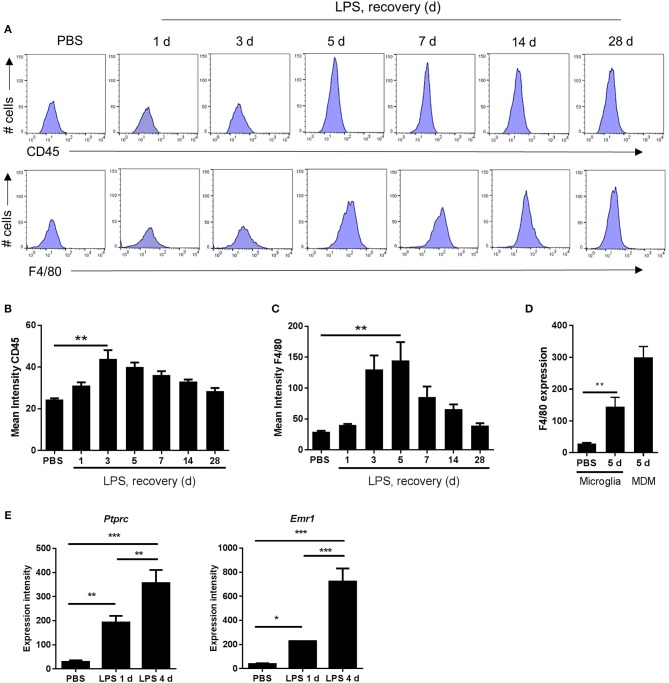
Markers indicative of the magnitude of microglial reactivity peak at the onset of and during the resolution phase after intracerebral LPS challenge. **(A)** Brain cell suspensions were prepared from the ipsilateral hemisphere after intrastriatal PBS or LPS injection at indicated timepoints. Representative histograms showing expression of CD45 (top panel) and F4/80 (bottom panel) in CD11b^+^Ly6G^−^CD45^lo^ microglia. Quantification of the mean fluorescence intensity of **(B)** CD45 and **(C)** F4/80 in CD11b^+^Ly6G^−^CD45^lo^ microglia. ^**^P < 0.01, Student's *t*-test (B); ^**^P < 0.01, Mann–Whitney test **(C)**, respectively. **(D)** Change in mean fluorescence intensity in CD11b^+^Ly6G^−^CD45^lo^ microglia of F4/80 5 d after LPS compared to PBS shown with CD11b^+^Ly6G^−^CD45^hi^ MDM CD45 intensity shown for reference. ^**^P < 0.01, Mann–Whitney test. **(E)** Gene expression intensity of *Ptprc* and *Emr1* measured by microarray from brain homogenates isolated from the ipsilateral hemisphere after intrastriatal PBS or LPS injection at indicated timepoints. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001; one-way ANOVA with Bonferroni's *post-hoc* test.

### The Peak of Microglial Reactivity Corresponds With the Inflammation Resolution Phase

As described above, morphological signs of microglial reactivity were evident during both the induction and resolution phases, although appeared most prominent during resolution. Using flow cytometry, we analyzed expression intensities of general markers of microglial/macrophage reactivity and maturation, CD45 and F4/80, specifically on the microglial population (CD11b^+^Ly6G^−^CD45^lo^ cells as above). Mean fluorescence intensity of both microglial CD45 and F4/80 increased significantly in response to LPS injection (Figures 4A–D). This induction was relatively modest at 24 h after injection (induction phase) but was maximal at 3–5 d thus coinciding with the resolution phase and suggesting the magnitude of gross microglial reactivity peaks during resolution (Figures 4A–C). Comparison of peak CD45 (3 d) (Figures 3B, 4B) and F4/80 (5 d) (Figures 4C,D) expression levels in microglia with those in Mo/MDMs at the corresponding time-point after LPS challenge confirmed that, despite 2-fold induction of CD45 and 5-fold induction of F4/80 compared to vehicle-injected mice in microglia, expression remained markedly lower than in Mo/MDMs (~10-fold lower for CD45; ~2-fold lower for F4/80). 

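*Ptprc*, which encodes the leukocyte protein CD45, had a linear expression intensity of 29.9 ± 5.67 (SD, n = 3 arrays) after PBS injection, 193 ± 27.0 at 1 d after LPS and 356 ± 55.0 at 4 d after LPS (SD, n = 3 arrays in each group). On the log2 scale, it rose by 2.70 at 1 d (standard error 0.17, adjusted p = 2.97e-05 from limma) and by 3.58 at 4 d (standard error 0.17, adjusted p = 8.82e-06 from limma) compared to PBS. *Emr1*, named *Adgre1* in current annotation, encodes the macrophage adhesion receptor F4/80, and its intensity was 37.9 ± 6.43 after PBS, 228 ± 0.652 at 1 d and 722 ± 109 at 4 d (SD, n = 3 arrays in each group). The log2 rises of *Adgre1* were 2.60 (standard error 0.15, adjusted p = 1.65e-05) at 1 d and 4.26 (standard error 0.15, adjusted p = 3.17e-06) at 4 d, by the same test. For both genes, all 3 arrays at each time after LPS lay above all 3 PBS arrays. Each array measured a pool of brain homogenate RNA from 3 mice, the PBS pools were collected at 4 d, and each gene was read by 1 probe set.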

In agreement with the above flow cytometry data, mining of microarray data (see below for details) showed that expression levels of the genes encoding CD45 and F4/80, *Ptprc* and *Emr1*, were significantly elevated in LPS-injected brain homogenates and greatest during the resolution phase (Figure 4E) (NB: we are not excluding that this will also partly reflect the greater number of CD45^hi^ cells that accumulate during this phase as shown in Figure 3). Overall, these data suggest that the resolution phase is associated with a particularly reactive state of resident microglia that occurs alongside the recruitment of Mo/MDMs.

### Inflammation Resolution Is Associated With *de novo* Induction of a Unique Transcriptional Programme

The above data show some of the key cellular changes associated with resolution of acute brain inflammation. 

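RNA for transcriptome profiling came from blocks of ipsilateral brain tissue around the injection site of saline-perfused male C57Bl/6J mice, an inbred laboratory strain, after intrastriatal injection of PBS or of LPS, the bacterial cell wall component that activates TLR4. There were 3 groups of 3 arrays: PBS collected at 4 d, LPS collected at 1 d and LPS collected at 4 d. Each array measured RNA pooled from 3 mice, so the spread between arrays is a spread between pools and not between single mice. No PBS array collected at 1 d was analysed here, so the 1 d comparison also holds any effect of surgery at that time. The authors amplified and labelled the RNA, hybridised it to Affymetrix mouse genome arrays and processed the scans with the RMA method in Affymetrix Expression Console. RMA corrects the background, normalizes the arrays to a common distribution and summarises the probes of each probe set as a log2 value. These deposited log2 values were tested as they were, and their median per array lay between 4.32 and 4.37. After 104 control entries were left out, 45037 probe sets were tested. The platform annotation used here gives 1 gene symbol to 28898 probe sets, several symbols to 551 and none to 15588, and no gene was named from the last 2 kinds. Each of 17097 genes was represented by the probe set with the highest mean among those annotated to that gene alone, a rule that decides the value for the 7180 genes with more than 1 probe set.

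A linear model was fitted to all 9 arrays with limma, which moderates each probe set's variance towards that of the others (6 residual and 3.02 prior degrees of freedom). A probe set was called changed between 2 groups at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets and a fold change of at least 1.5, the thresholds the paper gives. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so the number of arrays limits the precision of every comparison. In simulated data with 50 probe sets changed by each fold size in each comparison, 64% of 2-fold and 94% of 4-fold changes were recovered at 1 d, and 58% and 92% at 4 d. Far fewer probe sets were changed there than were called in the data, and the adjusted p depends on that share. The rates therefore do not give the power of the comparisons made here. The highest mean of 23 nonspecific control probe sets was a log2 value of 3.49, and 5344 genes (31.3%) had a mean at or below it. A change measured from a group at that level is limited by background. The members of 42 gene groups (cell type markers and pathways) were listed from textbook knowledge after the paper was read and before the data were examined. In them, 593 genes could be analysed. In a principal component analysis of the 9 arrays, the first component held 40.2% of the variance and separated the PBS arrays from the LPS arrays. The second held 20.5% and separated the arrays of 1 d after LPS from those of 4 d.

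**Figure D1:**
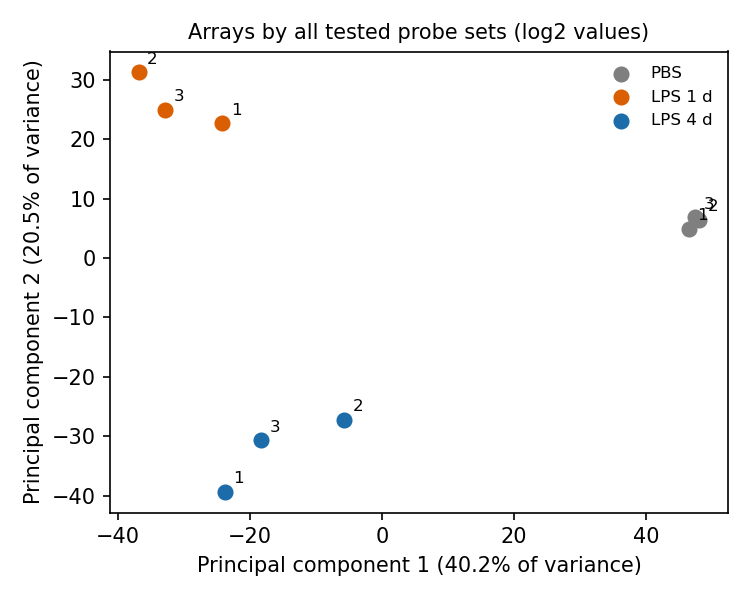
The 9 arrays on the first component (x axis, 40.2% of the variance) and the second component (y axis, 20.5%) of the log2 values of all probe sets, with each point an array numbered by its replicate and coloured by its group. The 3 PBS arrays lie between 46.4 and 48.1 on the first component, and the arrays of 1 d and 4 d after LPS lie on opposite sides of 0 on the second.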

We next sought to determine if inflammation resolution was associated with expression of distinct transcriptional networks by using a transcriptome-wide approach to profile gene expression at resolution and induction phases and in the uninflamed state (PBS injection). On the basis of cellular data described above, we selected 4 d after LPS (resolution) and 1 d after LPS (induction) as representative of the different phases of the inflammatory response. 

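The acute-phase gene *Saa3* (serum amyloid A) had a log2 expression of 3.99 ± 0.84 (SD, n = 3 arrays) after PBS, 11.56 ± 0.12 at 1 d and 11.31 ± 0.32 at 4 d after LPS. *Slfn4*, a Schlafen gene of myeloid cells, was high at 1 d only, at 2.59 ± 0.28, 8.85 ± 0.56 and 3.18 ± 0.34 in the same order (SD, n = 3 arrays each), and its PBS and 4 d levels lay at background. *Ms4a7*, a gene of macrophages, was highest at 4 d, at 2.83 ± 0.08, 3.87 ± 0.35 and 8.23 ± 0.34 (SD, n = 3 arrays each). *Gpr34*, a microglial lysophospholipid receptor, was lowest at 1 d, at 5.70 ± 0.27, 3.24 ± 0.72 and 5.58 ± 0.45 (SD, n = 3 arrays each). Across the 3 groups, 2354 of 45037 probe sets (5.23%) differed at an adjusted p under 0.05 in limma's moderated F-test, and 4155 with an intensity trend in limma. Taking 1 probe set per gene, 1311 of 17097 genes differed. The Pearson correlation of the log2 values of 2 arrays, taken across probe sets, which are not independent replicates, was 0.992 to 0.994 in the 9 pairs within groups and 0.981 to 0.990 in the 27 pairs between groups.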

One thousand seven hundred and seventy-nine transcripts were differentially expressed across all treatment groups (ANOVA with FDR *q* < 0.05) and a heat-map of these transcripts demonstrated distinct patterns of altered gene expression from the uninflamed state and between resolution and induction phases (Figure 5A). Expression of a negligible number of transcripts was suppressed 1 d or 4 d after LPS compared to PBS injection therefore we focussed on upregulated transcripts. 

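At 1 d after LPS, 198 probe sets (91 genes) were lower than after PBS, with a median log2 change of −0.76 among them. Apart from genes of microglia, the largest falls were in *Gkn3*, a gastrokine family gene, by 1.95 on the log2 scale (standard error 0.32), in *Slc22a8*, an organic anion transporter, by 1.54 (standard error 0.18), and in *Rpe65*, a retinoid isomerase, by 1.53 (standard error 0.15), with *Gkn3* and *Rpe65* at background at 1 d. Of 15 oligodendrocyte and myelin genes, 4 were lower at 1 d and 11 did not pass the test (4 lower when adjusted over the list alone). These were *Opalin*, with a log2 change of −1.15, *Ugt8a*, an enzyme of myelin galactolipid synthesis, with −0.92, *Aspa* with −0.85 and *Cnp* with −0.63. At 4 d after LPS, 155 probe sets (35 genes) were lower than after PBS, with a median log2 change of −0.72. *Pmch*, the precursor of the hypothalamic neuropeptide melanin-concentrating hormone, fell most, by 3.60 (standard error 0.73, adjusted p = 0.0279), followed by *Otx2*, a transcription factor of the choroid plexus, by 1.17, *Agt*, which encodes angiotensinogen, by 1.16, *Serpinb1b* by 1.09 to a level at background, and *Tcf7l2*, a transcription factor abundant in the thalamus, by 1.05. Beside these genes, 15 other hypothalamic and thalamic markers above background had a median log2 difference from the PBS mean of −0.46, −0.87 and −0.09 in replicates 1, 2 and 3 of the 4 d group, and 9 choroid plexus markers had a median log2 change of −0.72 at 4 d, with 1 of them (*Otx2*) past the test. The calls are limma's, at the thresholds given for all comparisons, and ordinary tests without moderation gave 34 probe sets lower at 1 d and 13 at 4 d.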

Expression of 723 transcripts was significantly increased (FDR *q* < 0.05, fold-change ≥1.5) 1 d after LPS and 534 transcripts 4 d after LPS compared to PBS injection (Figure 5B). 

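At 1 d after LPS, 1064 probe sets (660 genes) were higher than after PBS, with a median fold change of 2.62, and at 4 d 1163 probe sets (720 genes) were higher, with a median fold change of 2.25. Ordinary tests without moderation gave 439 and 225. *Saa3* rose most at both times, by 7.58 at 1 d and 7.32 at 4 d on the log2 scale (standard error 0.36 for each, n = 3 arrays per group), and *Lcn2*, an iron-binding lipocalin of reactive astrocytes and neutrophils, rose by 6.99 and 5.26. Among the other largest rises at 4 d were the leukocyte surface genes *Cd52* (4.75), *Cd72* (4.44) and *Ms4a6c* (4.39) and the cholesterol hydroxylase gene *Ch25h* (4.45). The 4 genes analysed of the phagocyte NADPH oxidase, which makes superoxide, were all higher at both times (4 and 4 when adjusted over the list alone), with log2 changes of 5.07 and 5.12 for *Cybb*, 3.33 and 2.91 for *Ncf4*, and 2.81 and 3.49 for *Rac2*. Of 13 Toll-like receptors and adaptors, 7 were higher at 1 d and 7 at 4 d (9 and 7 when adjusted over the list alone). They included *Tlr2* (3.90 and 3.99), *Tlr1* (2.90 and 3.88), the LPS coreceptor gene *Cd14* (3.86 and 2.90) and *Myd88* (1.72 and 0.90), whose product passes on the signal of these receptors. The PBS levels of *Cybb*, *Ncf4*, *Tlr1*, *Tlr2*, *Ch25h* and *Ms4a6c* lay at background.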

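*Slfn4* and *Ptx3*, which encodes a soluble pattern recognition protein, were among the genes higher at 1 d and not past the test at 4 d, with log2 changes of 6.26 (standard error 0.28) and 5.93 (standard error 0.29) at 1 d, against 0.59 and 1.13 at 4 d. Genes of the cell cycle passed the test at 4 d. Of 32 of them, 12 were higher at 4 d (19 when adjusted over the list alone), among them *Ube2c* (2.58), *Cdk1* (2.56), *Mki67* (2.46) and *Top2a* (2.01), whose PBS levels lay at background. At 1 d limma called 0 of them (4 higher and 1 lower at an unadjusted p under 0.05). Ordinary tests without moderation called 0 of them at 1 d, at 4 d and between the times. The count of 12 at 4 d was 7 without PBS replicate 2, without LPS 4 d replicate 1 or without LPS 4 d replicate 3. In all, 398 probe sets (236 genes) were higher at 1 d but not called higher at 4 d, and 497 (296 genes) the reverse. Ordinary tests without moderation gave 308 and 94, and a fold change of at least 2 gave 295 and 287. A call at only 1 time does not test the difference between the times. By limma's test of 4 d against 1 d at an adjusted p under 0.05, 191 of the 398 were lower at 4 d than at 1 d and 207 were not past it, and 245 of the 497 were higher at 4 d than at 1 d and 252 were not past it. Another 666 probe sets were higher at both times and 22 were lower at both. Both comparisons use the same 3 PBS arrays. Unchanged groups simulated with shared controls gave 0 such probe sets in either direction in 20 simulations, and lists of these sizes drawn independently would share 27.5 higher and 0.681 lower probe sets. The log2 changes at 1 d and 4 d had a correlation across probe sets of 0.698 (0.499 in the simulations) and a covariance of 0.0936 (0.0132 in the simulations), a difference in covariance of 0.0805. In the simulations both unchanged groups shared their controls, so this difference leaves out only the covariance that such sharing gave there. What the 3 PBS arrays themselves add to the covariance was not measured. The 3 PBS arrays cannot be split into 2 sets of at least 2. Apart from the simulations of unchanged groups, an effect of the shared controls on the counts of changed probe sets was therefore not tested and may remain.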

We identified 396 induction phase-specific and 207 resolution phase-specific transcripts, respectively, based on these filtering criteria (Figure 5C). This provided an initial indication that resolution was associated with induction of a unique *de novo* transcriptional programme.

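Compared directly, 500 probe sets (315 genes) were higher at 4 d than at 1 d after LPS and 383 (234 genes) were lower. Ordinary tests without moderation on these 2 groups alone gave 1 and 0, and tests on the unmoderated spread pooled over the groups, chosen after the values were seen, gave 248 and 171. *Ms4a7* rose most from 1 d to 4 d, by 4.36 on the log2 scale (standard error 0.20, adjusted p = 9.20e-05 from limma), and *Gpnmb*, a glycoprotein gene of phagocytic macrophages, by 2.67 (standard error 0.33, adjusted p = 0.00304). *Slfn4* fell most, by 5.67 (standard error 0.28, adjusted p = 1.10e-04), followed by *Ptx3*, by 4.80, and the matrix metalloproteinase gene *Mmp3*, by 4.43. Markers of recruited cells moved with these differences. Of 18 neutrophil markers, 12 were higher at 1 d and 3 at 4 d compared to PBS (12 and 5 when adjusted over the list alone). Between the times, 8 of them fell (11 when adjusted over the list alone), with log2 changes of −3.82 for *S100a9*, −3.10 for *Il1r2*, the decoy receptor of interleukin 1, and −3.09 for *S100a8*. This count was 5 without LPS 1 d replicate 2 or LPS 4 d replicate 1, and 4 without LPS 1 d replicate 3, LPS 4 d replicate 2 or LPS 4 d replicate 3. Of 13 markers of monocytes and recruited macrophages, 9 were higher and 1 lower at 1 d, and 9 were higher at 4 d (9, 1 and 10 when adjusted over the list alone). Between the times, 3 of these rose and 4 fell (4 and 4 over the list alone), with *Chil3*, a chitinase-like protein gene, falling by 3.09 and *Plac8* by 2.37. Without LPS 1 d replicate 2, 325 probe sets were higher at 4 d than at 1 d. The paper counts the transcripts that passed its filter at 4 d and not at 1 d. It takes them as an initial sign of an association between resolution and the induction of a separate transcriptional programme.

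**Figure D2:**
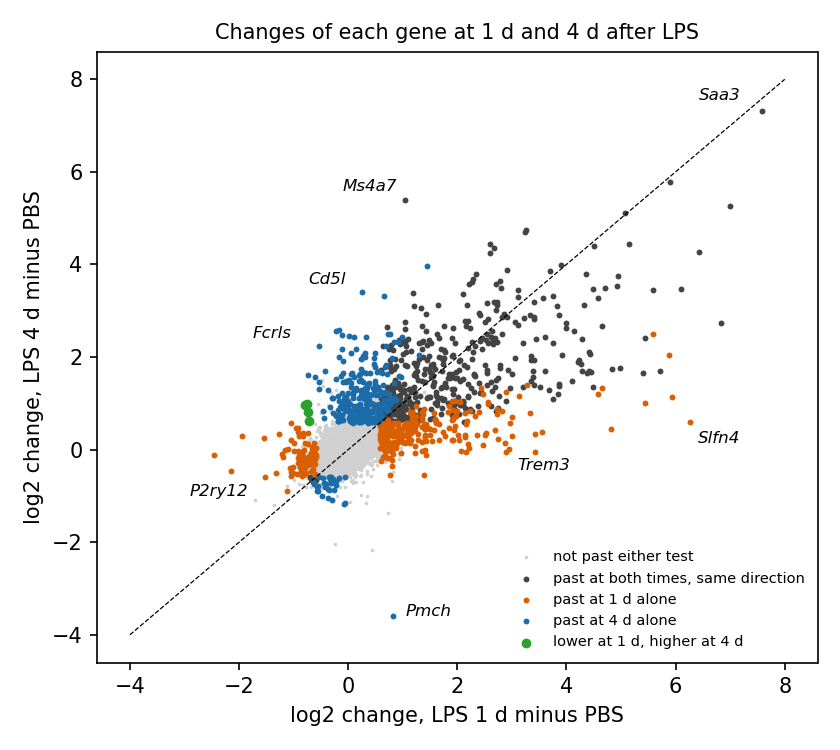
Log2 change of each gene at 1 d after LPS compared to PBS (x axis) and at 4 d after LPS compared to PBS (y axis), with genes coloured by the comparisons in which they passed the test and the dashed line marking equal changes. *Saa3* lies at the top right near the line, *Slfn4* and *Trem3* lie along the x axis, and *Ms4a7* and *Cd5l* lie well above the line.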

**Figure 5:**
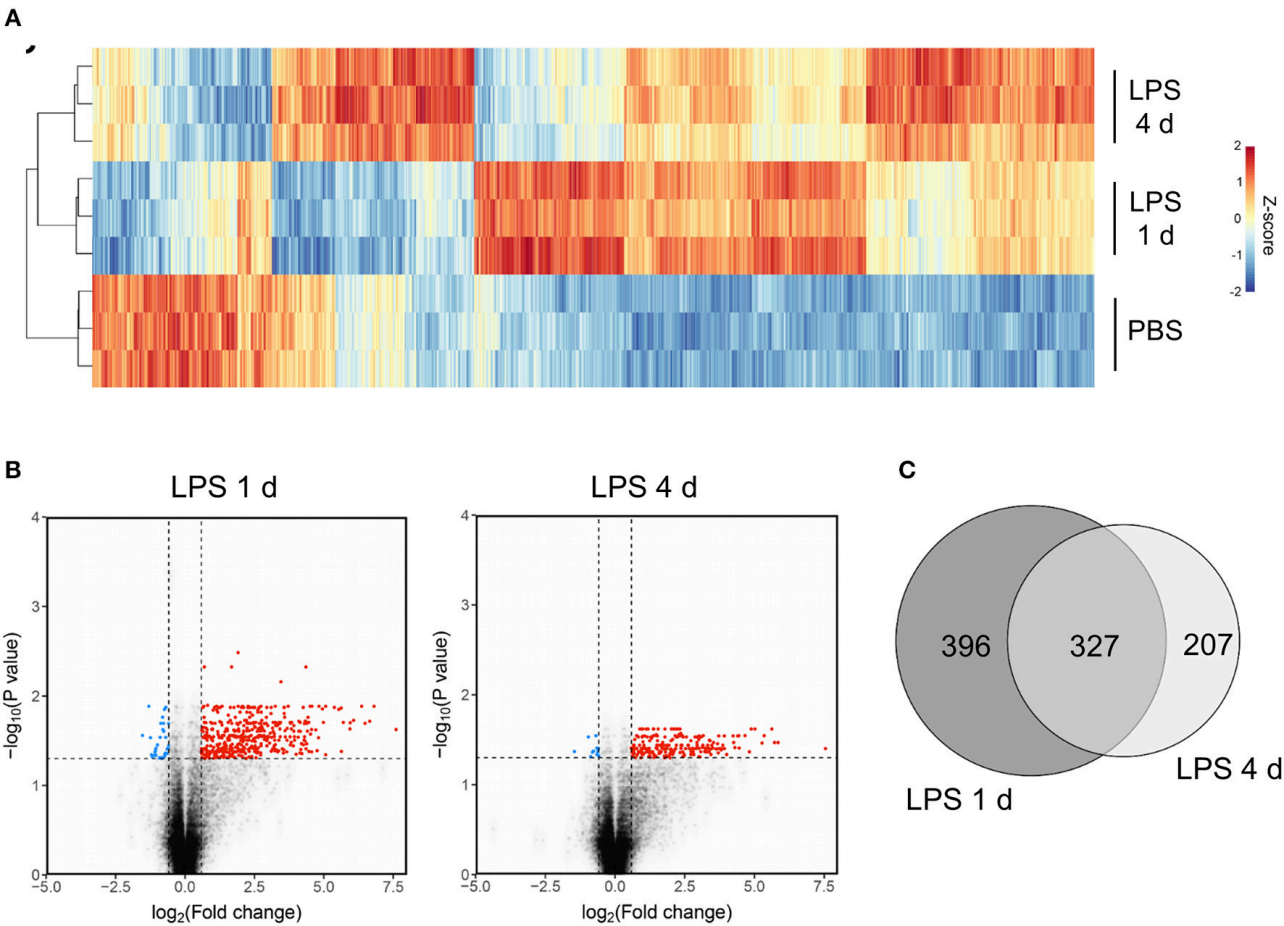
Transcriptome profiling identifies unique sets of genes induced at the induction and resolution phases of the inflammatory response after intracerebral LPS challenge. Brain homogenates were prepared from the ipsilateral hemisphere after intrastriatal PBS or LPS injection at indicated timepoints and transcriptome profiling by microarray performed. **(A)** Visualization by heat map of the 1779 transcripts differentially expressed across all treatment groups (ANOVA with FDR *q* < 0.05) and hierarchical clustering of samples according to the transcript expression patterns. Note the distinct modules of transcripts selectively altered 1 d (induction phase) and 4 d (resolution phase) after LPS injection. **(B)** Visualization of the transcripts differentially expressed 1 d or 4 d after LPS compared to PBS injection (FDR *q* < 0.05, fold-change ≥1.5) by volcano plot. **(C)** Venn diagram depicting the overlapping and unique transcripts significantly induced 1 d or 4 d after LPS compared to PBS injection (FDR *q* < 0.05, fold-change ≥1.5).

### Co-expression Network Analysis and Represented Functional Pathways of Inflammation Induction and Resolution

To explore the composition of the transcriptional networks underpinning resolution and their differences with the induction phase in more depth we constructed a gene co-expression network graph and non-subjectively clustered into groups of highly co-expressed genes. Four major clusters of co-expressed genes dominated the network graph (clusters 1–4) (Figure 6A) and we therefore focussed further attention on these. 

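Of the 2354 probe sets that differed across the groups, 2292 had a Pearson correlation of at least 0.95 with another across the 9 arrays, in 88695 pairs. Markov clustering (inflation 2.2, with the correlation as edge weight) gave 200 clusters, of which 19 had at least 10 probe sets. The 4 largest clusters held 1313 probe sets (57.3% of those with an edge). Cluster 1 had 509 probe sets (324 genes), cluster 2 had 455 (278 genes), cluster 3 had 220 (128 genes) and cluster 4 had 129 (89 genes). Among their genes were *Cxcl10* and *Ifit1* in cluster 1, *Cybb* and *Tlr2* in cluster 2, *C1qa* and *Ctss* in cluster 3, and *Mki67* and *Cdk1* in cluster 4. The correlations were taken on log2 values, since the paper's text does not give their scale. In 500 simulated profiles of 4 groups, the same procedure returned the 4 groups with all 500 profiles in their own. That is a check of the procedure on separate groups only. The clusters of the data changed in size with an array left out, so it does not show how reliable they are.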

The mean expression profile of each of the major clusters showed a distinct profile (Figure 6B): cluster 1 showed increased expression relatively selectively 1 d after LPS challenge (hereafter referred to as the induction-selective cluster); cluster 2 showed the opposite pattern with increased expression relatively selectively 4 d after LPS challenge (hereafter referred to as the resolution-selective cluster); cluster 3 showed increased expression at both 1 d and 4 d after LPS challenge with relatively greater expression at 4 d (hereafter referred to as the resolution-dominant cluster); cluster 4 also showed increased expression at both 1 d and 4 d after LPS challenge but with relatively greater expression at 1 d (hereafter referred to as the induction-dominant cluster). 

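Genes of cluster 1 were on average 1.98 higher on the log2 scale at 1 d after LPS than after PBS and 0.86 higher at 4 d, with a mean log2 expression of 4.84 ± 0.02 after PBS, 6.82 ± 0.23 at 1 d and 5.69 ± 0.14 at 4 d (SD of the array means, n = 3 arrays each). Cluster 2 was 1.45 higher at 1 d and 1.64 higher at 4 d. Cluster 3 was 0.56 higher at 1 d and 1.40 higher at 4 d, and cluster 4 was 0.02 higher at 1 d and 1.08 higher at 4 d. A profile with a rise as its larger change was called selective where the change at the other time was under 0.5 of that rise, and dominant otherwise, a rule set for the re-analysis and not taken from the paper. By this rule cluster 1 was induction-selective, cluster 2 was resolution-dominant and clusters 3 and 4 were resolution-selective. The label of cluster 2 rests on a mean log2 difference of 0.18 between the times, which was not tested. The SD of its array means was 0.08 at 1 d and 0.20 at 4 d. With correlations of linear values instead, the 4 largest clusters were induction-selective (475 probe sets), resolution-selective (435), resolution-dominant (280) and induction-dominant (159), the 4 profiles that the paper describes. On the linear scale, the mean intensity of cluster 1 was 74.6, 224 and 115 after PBS, at 1 d and at 4 d, and that of cluster 2 was 138, 257 and 295. Of 15 genes that the paper names for the cluster it numbers 3, 10 could be analysed and all 10 were in cluster 2, and of 14 that it names for the cluster it numbers 4, 12 could be analysed, with 9 in cluster 2 and 3 in cluster 1. In limma, 8 of those 10 were higher at 1 d and 10 at 4 d, and 11 of those 12 were higher at each time (8, 10, 11 and 11 when adjusted over the list alone). The study chose both sets on the same samples, so these counts are not independent evidence. Without LPS 1 d replicate 3, the cluster among the 4 largest that rose more at 1 d than at 4 d had 375 probe sets and was induction-dominant, with mean log2 changes of 2.13 and 1.08.

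**Figure D3:**
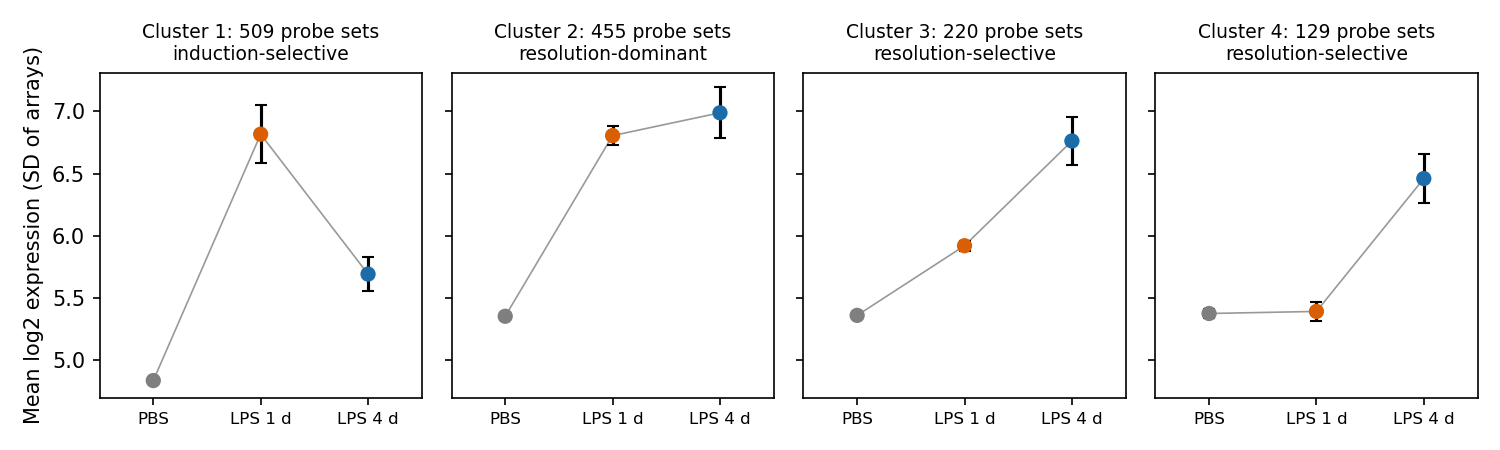
Mean log2 expression of the 4 largest clusters (y axis) after PBS and at 1 d and 4 d after LPS (x axis), with error bars showing the SD of the 3 arrays of a group. Cluster 1 peaks at 1 d (6.82), cluster 2 is high at both times, and clusters 3 and 4 are highest at 4 d.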

We manually inspected the contents of each cluster and an overall summary is presented in Supplementary Table 1—here we largely focus on the induction- and resolution-selective clusters summarized in Figure 6C.

**Figure 6:**
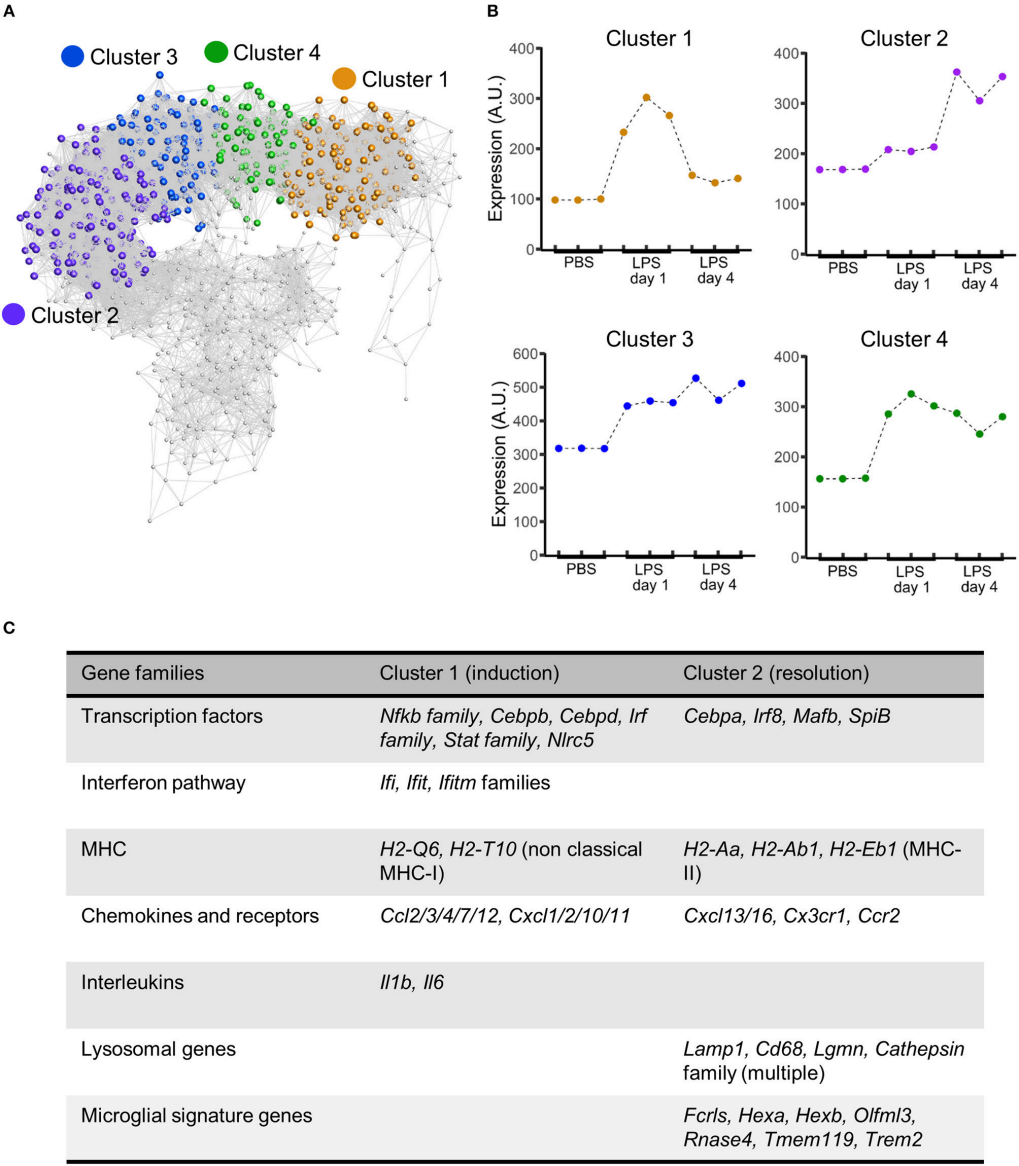
Gene coexpression analysis of transcriptome data after intracerebral LPS challenge shows distinct clusters of coexpressed genes including a resolution-specific cluster. Brain homogenates were prepared from the ipsilateral hemisphere after intrastriatal PBS or LPS injection at indicated timepoints and transcriptome profiling by microarray performed. **(A)** Gene coexpression network graph of the 1,779 transcripts differentially expressed across all treatment groups. The coexpression matrix was clustered using a Markov clustering algorithm and the major clusters of coexpressed transcripts are highlighted. **(B)** Mean expression profiles of clusters 1–4 across all treatment groups derived from all transcripts in each cluster. **(C)** Clusters were manually inspected for transcript composition. Selected gene families of interest over-represented in cluster 1 (induction-selective) and cluster 2 (resolution-selective). For full summary of clusters 1–4 see Supplementary Table 1.

The induction-selective cluster (cluster 1) contained 419 nodes/transcripts. 

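*Acod1*, which encodes the itaconate-producing enzyme of activated macrophages, rose by 5.58 (standard error 0.36, adjusted p = 2.96e-05) on the log2 scale at 1 d after LPS and was in cluster 1. *Mmp3* (5.43), the metalloproteinase inhibitor gene *Timp1* (6.09), the macrophage metalloelastase gene *Mmp12* (2.96), *Tnfaip2* (2.79) and *Tspo* (2.10), the mitochondrial translocator protein used as a marker of glial activation, were in the same cluster. The receptor gene *Tnfrsf1a* (1.74) and the ligand gene *Tnfsf9* (1.59) of the tumour necrosis factor family were also in it, while *Tnfrsf12a* (1.12) was in a small cluster of the same profile. Of 66 genes that the paper names for its induction-selective cluster, 62 could be analysed, and 59 of them were in cluster 1. All 62 were higher at 1 d in limma (62 when adjusted over the list alone), and since the study chose these genes on the same samples, this is not independent evidence of their direction. The PBS levels of *Acod1*, *Mmp3*, *Mmp12*, *Timp1*, *Tnfaip2* and *Tnfsf9* lay at background.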

Manual inspection of the cluster revealed a number of functional classes of genes consistent with a co-ordinated role in sensing, initiation and amplification of an innate immune response (Figure 6C, Supplementary Table 1). These included Toll-like receptors (*Tlr3*), scavenger receptors (*Marco, Msr1*), cytokines (*Il1, Il6*), endothelial adhesion molecules (*Icam1, Vcam1, Madcam1*), and chemokines of both CC (*Ccl2/3/4/7/12*) and CXC classes (*Cxcl1/2/10/11*). 

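Among receptors, *Tlr3*, which senses double-stranded RNA, rose by 0.98 on the log2 scale at 1 d (standard error 0.10), and the scavenger receptor genes *Marco* and *Msr1* rose by 4.92 (standard error 0.34, adjusted p = 4.42e-05) and 3.69 (standard error 0.18, adjusted p = 9.08e-06). Of 20 cytokine genes, 10 were higher at 1 d (10 when adjusted over the list alone), led by *Il1b* at 4.97 (standard error 0.37), *Il1rn*, the interleukin 1 receptor antagonist, at 4.57, *Il6* at 3.42 (standard error 0.25) and the granulocyte growth factor gene *Csf3* at 2.90. At 4 d, 4 of them were higher than PBS (6 over the list alone), a count that was 2 without PBS replicate 1, PBS replicate 3, LPS 1 d replicate 3, LPS 4 d replicate 1 or LPS 4 d replicate 3. *Il6* had a log2 change of −0.06 at 4 d. The 6 endothelial adhesion molecule genes analysed were all higher at 1 d (6 over the list alone) and 1 was higher at 4 d (2 over the list alone). At 1 d *Icam1* had a log2 change of 4.14, *Selp* 2.83, *Sele* 2.47, *Madcam1* 1.42 and *Vcam1* 1.22, and *Icam1* was the one still higher at 4 d, at 2.55. Of 26 chemokine genes, 17 were higher at 1 d and 14 at 4 d (18 and 15 over the list alone), with log2 changes at 1 d of 6.44 for *Ccl3*, 5.72 for *Cxcl1*, 5.43 for *Ccl12*, 5.40 for *Ccl2*, 4.82 for *Cxcl2*, 4.45 for *Ccl4*, 3.33 for *Ccl7* and 1.23 for *Cxcl11*. Between 1 d and 4 d, 9 chemokine genes fell and 2 rose (11 and 3 over the list alone). *Vcam1* and *Cxcl11* were in small induction-selective clusters, the other genes that the paper names here were in cluster 1, and the PBS level of most of them lay at background.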

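*Ccl5*, a T cell and monocyte attractant, was higher than PBS by 5.91 (standard error 0.25, adjusted p = 5.11e-06) on the log2 scale at 1 d after LPS and by 5.77 at 4 d, and its difference between the times, −0.13, did not pass limma's test. *Ccl9* rose by 2.64 (standard error 0.15, adjusted p = 1.50e-05) at 1 d and 2.56 at 4 d. *Ccl19*, a ligand of CCR7, rose by 2.04 (standard error 0.20) at 1 d and 1.71 at 4 d, and *Ccl6* by 1.99 (standard error 0.18) and 1.55. Among these 4 chemokine genes, *Ccl5*, *Ccl9* and *Ccl19* were in cluster 2, the resolution-dominant cluster of the network built here, and *Ccl6* was in the induction-selective cluster 1. Their changes from 1 d to 4 d were −0.08 for *Ccl9*, −0.32 for *Ccl19* and −0.45 for *Ccl6*, which did not pass the test between the times. The label of cluster 2 describes its mean, and these genes were not higher at 4 d than at 1 d.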

Further chemokines (*Ccl5/6/9/19*) were present in the induction-dominant cluster (cluster 4). There was a particularly notable presence of a large number of interferon-regulated genes of the *Ifi, Ifit*, and *Ifitm* families in the induction-selective cluster suggestive of potent interferon signaling during this phase. This was further evident by the large number of classical (*H2-D1, H2-K1, H2-Q7*) and non-classical MHC class I (*H2-Q6, H2-T10*) genes collectively contained with the induction-selective and –dominant clusters. In contrast, MHC class II genes were not present within the induction clusters. 

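Of 30 interferon-stimulated genes, 28 were higher at 1 d after LPS and 2 did not pass the test (29 higher when adjusted over the list alone), with a median log2 change of 2.65. The chemokine gene *Cxcl10* rose by 6.83 (standard error 0.25, adjusted p = 3.79e-06), the guanylate-binding protein gene *Gbp2* by 4.38, *Oasl2* by 4.24 and the immunity-related GTPase gene *Iigp1* by 4.22. In the *Ifit* family, whose proteins bind viral RNA, *Ifit1* rose by 3.85 (standard error 0.15, adjusted p = 3.79e-06), *Ifit3* by 3.51 and *Ifit2* by 1.50. In the *Ifitm* family of antiviral membrane proteins, *Ifitm1* rose by 3.61, *Ifitm3* by 3.40 and *Ifitm2* by 2.71. In the *Ifi* group, *Ifi47* rose by 3.38, *Ifi205* by 2.54, *Ifi204* by 2.33, the RNA sensor gene *Ifih1* by 2.05, *Ifi35* by 1.94 and *Ifi27* by 0.92. *Ifi27* was in the resolution-dominant cluster 2, and the other genes named of these 3 families were in cluster 1. At 4 d, 18 of the 30 were still higher than PBS (21 over the list alone), with a median log2 change of 1.06, and 24 fell from 1 d to 4 d (27 over the list alone). Adjusted p values are limma's over all probe sets. The PBS levels of *Cxcl10*, *Ifi47* and *Ifi204* lay at background.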

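Of 21 genes of MHC class I presentation, 15 could be analysed, and 13 of these were higher at 1 d after LPS (14 when adjusted over the list alone). The classical genes *H2-D1* and *H2-K1* rose by 2.32 (standard error 0.12, adjusted p = 9.37e-06) and 2.30 (standard error 0.11, adjusted p = 7.37e-06) on the log2 scale, and the non-classical genes *H2-T23* and *H2-T10* by 2.03 and 1.27. *Psmb8* and *Psmb9*, subunits of the immunoproteasome that cuts peptides for class I molecules, rose by 3.20 and 1.97, and *Tapbp*, the chaperone tapasin, by 1.52. At 4 d, 11 of the 15 were higher than PBS (12 over the list alone), with *H2-D1* at 2.23 and *H2-K1* at 2.11. This count was 7 without PBS replicate 2. In the network, *H2-T23*, *H2-T10*, *Psmb8* and *Tapbp* were in the induction-selective cluster 1, while *H2-D1*, *H2-K1* and *Psmb9* were in the resolution-dominant cluster 2. The rises of *H2-D1* and *H2-K1* were nonetheless slightly smaller at 4 d than at 1 d. The calls are limma's over all probe sets.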

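Of 12 genes of MHC class II presentation, 3 were higher at 1 d after LPS and 9 did not pass limma's test (4 higher when adjusted over the list alone). The genes past it were *Ifi30*, the lysosomal thiol reductase that prepares antigens, at 2.10 (standard error 0.21, adjusted p = 4.80e-04) on the log2 scale, *Cd74*, the invariant chain, at 0.76 (standard error 0.15, adjusted p = 0.0285), and *H2-Aa* at 0.70 (standard error 0.14, adjusted p = 0.0216). *H2-Ab1* had a log2 change of 0.91 (standard error 0.23, adjusted p = 0.0692) and *H2-Eb1* of 0.12 (standard error 0.23, adjusted p = 0.864). The count was 1 without PBS replicate 1, without LPS 1 d replicate 2 or without LPS 1 d replicate 3. None of the 7 class II genes in the network was in cluster 1. In clusters 3 and 4 were 4 and 2 of them, and *Ifi30* was in the resolution-dominant cluster 2.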

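Genes of 3 interferon regulatory factors rose at 1 d after LPS, *Irf7* by 3.14 (standard error 0.30, adjusted p = 2.98e-04) on the log2 scale, *Irf9* by 1.96 (standard error 0.13, adjusted p = 4.24e-05) and *Irf1* by 1.63 (standard error 0.13, adjusted p = 8.92e-05). *Stat2*, which pairs with IRF9 in the complex that interferon activates, rose by 1.41 (standard error 0.10, adjusted p = 5.97e-05), and *Stat3*, which acts below interleukin 6, by 1.50 (standard error 0.15, adjusted p = 3.45e-04). *Nlrc5*, the transactivator of MHC class I genes, rose by 2.64 (standard error 0.22, adjusted p = 1.48e-04). All 6 genes were in the induction-selective cluster 1 of the network built here. The tests are limma's over all probe sets with n = 3 arrays per group, and the PBS levels of *Irf7* and *Nlrc5* lay at background.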

Consistent with this pattern of interferon and MHC class I gene expression during the induction phase, several transcription factors regulating these pathways were evident in the induction-selective cluster including from the *Irf* family (*Irf1/7/9*), the *Stat* family (*Stat1/2/3*) and the master regulator of MHC class I expression, *Nlrc5*. Other transcription factors contained within the induction-selective and -dominant clusters included genes encoding several components of NF-κB (*Rela, Relb, Nfkb2*) and from the *Cebp* family (*Cebpb, Cebpd*) that are consistent with induction of a range of inflammatory mediators described above. 

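*Relb* and *Nfkb2*, which encode the partners of the alternative NF-κB pathway, rose by 1.17 (standard error 0.15, adjusted p = 0.00205) and 1.15 (standard error 0.09, adjusted p = 1.04e-04) on the log2 scale at 1 d. *Rela*, which encodes p65, had a log2 change of 0.49 (standard error 0.09, adjusted p = 0.0170), below the minimum fold change of 1.5. Of 14 NF-κB subunits and targets, 10 were higher at 1 d (11 when adjusted over the list alone), with the largest changes in *Nfkbiz* (2.70), *Ikbke* (2.65), *Bcl3* (2.43) and *Birc3* (2.31). The basic leucine zipper genes *Cebpd* and *Cebpb*, which act in acute-phase and macrophage transcription, rose by 3.61 (standard error 0.20, adjusted p = 1.50e-05) and 2.07 (standard error 0.15, adjusted p = 5.97e-05). All 5 factors that the paper names here (*Rela*, *Relb*, *Nfkb2*, *Cebpb*, *Cebpd*) were in the induction-selective cluster 1. Tests are limma's over all probe sets.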

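All 26 interferon-stimulated genes in the network were in the induction-selective cluster 1 (adjusted p = 1.90e-14, one-sided Fisher's exact test against the other genes in the network). Chemokines (11 of 18, adjusted p = 0.0207), cytokines (7 of 9, adjusted p = 0.0207), inhibitors of inflammatory signalling (6 of 7, adjusted p = 0.0207), NF-κB subunits and targets (9 of 11, adjusted p = 0.00381), reactive astrocyte genes (10 of 13, adjusted p = 0.00381) and neutrophil markers (9 of 11, adjusted p = 0.00381) were also over-represented in it by the exact test. Genes of MHC class I presentation (7 of 13) and endothelial adhesion molecules (5 of 6) did not pass after adjustment (adjusted p = 0.268 and 0.0551, exact test). Cluster 1 held 324 of the 1286 genes in the network, and 152 tests were adjusted together, those of each list with a gene in the network in each of the 4 largest clusters. A gene ontology annotation was not used here, so the groups are the listed ones. Genes of a group are not independent, and the p values describe the overlap only. Several lists also hold genes that the paper names for its induction-selective cluster from the same arrays, such as *Ifit1*, *Il6* and *Ccl2*. For these lists the tests are not independent of the study's choice.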

In support of the above observations, GO enrichment analysis revealed over-representation of the biological processes “chemotaxis,” “response to interferon-alpha,” “response to interferon-beta,” and “antigen processing and presentation of exogenous peptide antigen via MHC class I” (Supplementary Table 2). Collectively, these data indicate a potent innate immune transcriptional programme during the induction phase featuring a prominent interferon and MHC class I response among an array of broader inflammatory signaling.

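Beside the genes that promote the response, several that limit it were higher at 1 d. Of 13 inhibitors of inflammatory signalling, 8 were higher at 1 d (8 when adjusted over the list alone), among them *Socs3*, which blocks JAK and STAT signalling, at 3.91 (standard error 0.19, adjusted p = 8.03e-06) on the log2 scale, *Irak3* at 3.41 and *Cd274*, the checkpoint ligand PD-L1, at 2.74. At 4 d, 5 were higher than PBS (6 over the list alone), and 3 without PBS replicate 1, PBS replicate 3, LPS 4 d replicate 1 or LPS 4 d replicate 3. Markers of neutrophils moved with the genes of this phase, with log2 changes at 1 d of 5.87 for *S100a9*, 5.59 for *S100a8*, 4.28 for *Clec4e* and 3.42 for *Il1r2*, which belongs to both groups. Recruited and resident cells were measured together in each homogenate. From the receptors, cytokines, chemokines, interferon-regulated genes, MHC class I genes and transcription factors in its induction clusters and from its gene ontology analysis, the paper takes its data to indicate that the induction phase has a strong innate immune programme with a prominent interferon and MHC class I response.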

The resolution-selective cluster (cluster 2) contained 347 nodes/transcripts and comprised groups of functionally-related genes distinct from those in the induction clusters emphasizing the engagement of transcriptional networks specific to the resolving phase (Figure 6C, Supplementary Table 1). In contrast to the induction clusters, which contained a prominent MHC class I gene set (see above), genes encoding proteins involved in antigen processing and presentation on MHC class II (*H2-Aa, H2-Ab1, H2-Eb1, Ifi30, Cd74*) were selectively present in the resolution-selective cluster suggestive of differing involvement of the type of antigen processing and presentation as the inflammatory response evolves. 

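Cluster 3 and cluster 4 were resolution-selective, with 220 and 129 probe sets, 349 in all, and this total was 195 without LPS 4 d replicate 1 and 544 without LPS 4 d replicate 2. *Tgfbr2*, a receptor of the transforming growth factor β pathway, rose by 1.69 (standard error 0.11, adjusted p = 4.23e-05) on the log2 scale at 4 d and was in cluster 3. So were *Tnfsf13b*, the B cell survival factor BAFF (2.43 at 4 d), *Tnfaip8l2* (1.99) and *Tyrobp* (2.31), the signalling adaptor of TREM2, while the gelatinase gene *Mmp2* (1.61) and *Tnfrsf13b* (1.58) were in cluster 4. Of 56 genes that the paper names for its resolution-selective cluster, 52 could be analysed. Of these, 23 were in cluster 3, 11 in cluster 4, 7 in smaller resolution-selective clusters, 9 in the resolution-dominant cluster 2 and 2 (*Ccr2* and *Timp2*) not in the network. The PBS level of *Mmp2* lay at background.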

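Of 12 genes of MHC class II presentation, 8 were higher at 4 d after LPS than after PBS and 4 did not pass limma's test (8 higher when adjusted over the list alone). *Ifi30* rose by 3.37 (standard error 0.21, adjusted p = 3.59e-05) on the log2 scale, *H2-Aa* by 2.65 (standard error 0.14, adjusted p = 1.14e-05), *H2-Eb1* by 2.44 (standard error 0.23, adjusted p = 4.02e-04), *H2-Ab1* by 2.32 (standard error 0.23, adjusted p = 4.99e-04) and *Cd74*, the chaperone of class II molecules, by 1.94 (standard error 0.15, adjusted p = 1.37e-04). The count was 5 without PBS replicate 2. *H2-Aa*, *H2-Ab1* and *Cd74* were in cluster 3 and *H2-Eb1* in cluster 4, both resolution-selective. A marker of monocyte-derived macrophages, *F13a1*, was also higher at 4 d, at 2.66. It was already higher at 1 d and did not pass the test between the times.

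**Figure D4:**
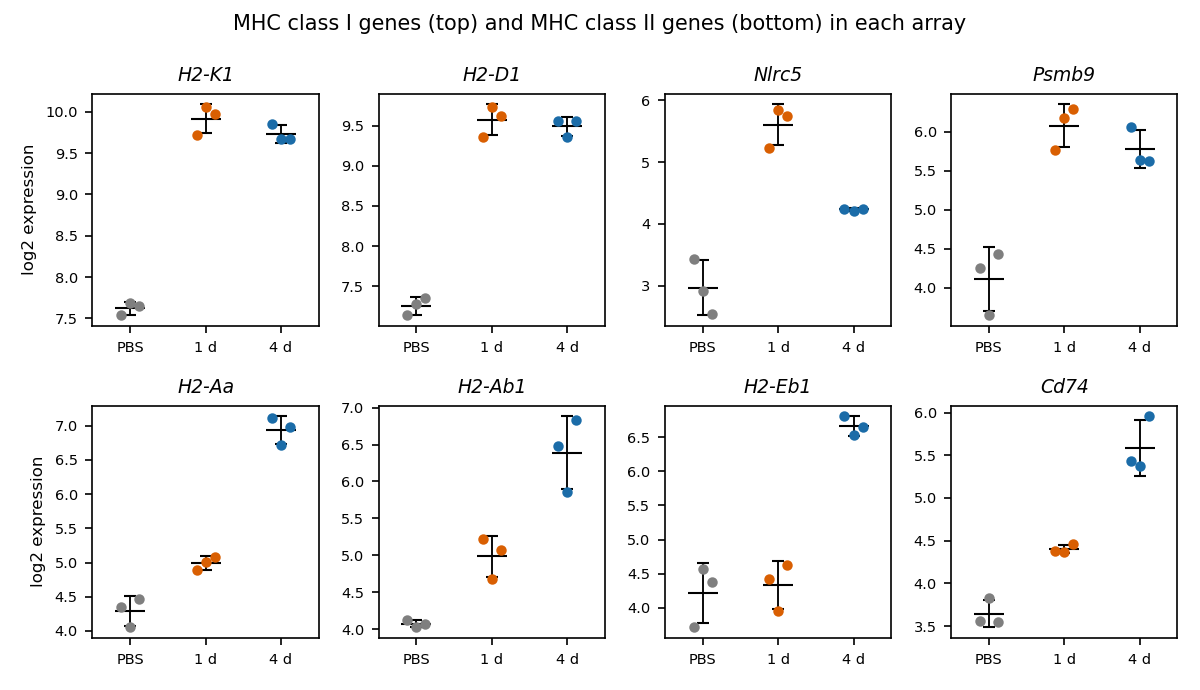
Log2 expression (y axis) on each array after PBS and at 1 d and 4 d after LPS (x axis), with bars for the mean and SD of 3 arrays. Genes of MHC class I presentation (top: *H2-K1*, *H2-D1*, *Nlrc5*, *Psmb9*) are already high at 1 d, while the class II genes *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *Cd74* (bottom) are highest at 4 d.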

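Of 58 lysosomal genes, 51 could be analysed, and 20 of them were higher at 4 d after LPS than after PBS while 31 did not pass limma's test (21 higher when adjusted over the list alone). Among lysosomal membrane proteins, *Cd68*, a macrophage marker, rose by 2.26 (standard error 0.15, adjusted p = 4.58e-05) on the log2 scale and *Laptm5* by 2.08 (standard error 0.08, adjusted p = 4.91e-06), and *Lamp1* had a change of 0.40 (standard error 0.08, adjusted p = 0.0289), below the minimum fold change of 1.5. The cathepsin genes *Ctsc* (2.86), *Ctsh* (2.18), *Ctsz* (1.87), *Ctss* (1.66), *Ctsa* (0.87), *Ctsl* (0.82) and *Ctsb* (0.62) were all higher. The acid phosphatase gene *Acp5* rose by 4.35, the glucuronidase gene *Gusb* by 1.80, legumain (*Lgmn*) by 0.99 and the acid lipase gene *Lipa* by 0.84. *Lyz2*, the lysozyme of macrophages and also a marker of recruited monocytes, rose by 4.71 (standard error 0.14, adjusted p = 2.56e-06), and *Lyz1* by 0.93 from a level at background in all groups. At 1 d, 8 of the 51 were higher than PBS (8 over the list alone).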

Of particular note, an array of genes encoding lysosomal proteins was evident in the resolution-selective cluster which included the lysosomal membrane protein-encoding *Lamp1, Laptm5*, and *Cd68* and a range of protease-encoding genes such as the cathepsins (*Ctsa/b/h/s/z*), glycosidases (*Gusb*), hexosaminidases (*Hexa, Hexb*), legumain (*Lgmn*), lipases (*Lipa*) lysozymes (*Lyz1, Lyz2*), and sulfatases (*Gns*). This set of genes is indicative of enhanced lysosomal activity and phagocytosis and further highlights the induction of MHC class II pathway given the important role for endo-lysosomal cathepsins in peptide processing and loading for antigen presentation (49). Further functional classes of genes of interest in the resolution-selective cluster included lipid metabolism (*Apobec1, Apoc2, Apoe, Lipa, Npc2*) and the complement pathway (*C1qa/b/c, C3ar1*). 

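Of 20 genes of lipid transport and efflux, 10 were higher at 4 d (10 when adjusted over the list alone), and at 1 d 4 were higher and 1 was lower (5 and 1 over the list alone). The lipoprotein lipase cofactor gene *Apoc2* rose by 3.96 (standard error 0.43, adjusted p = 7.69e-04) on the log2 scale at 4 d from a PBS level at background, *Plin2*, which coats lipid droplets, by 2.00, *Apobec1* by 1.81 and *Npc2*, the lysosomal cholesterol carrier, by 0.78. Of 14 complement genes, 13 were higher at 1 d and 12 at 4 d (14 and 13 over the list alone). The anaphylatoxin receptor gene *C3ar1* rose by 3.62 (standard error 0.19, adjusted p = 1.23e-05) at 4 d, and the genes of the initiating C1q molecule by 2.27 (*C1qb*), 2.25 (*C1qc*) and 2.15 (*C1qa*). Between 1 d and 4 d, 4 complement genes rose and 4 fell (5 and 5 over the list alone). The genes that rose were *C1qa* (1.33), *C1qb* (1.33), *C1qc* (1.61) and *C3ar1* (1.34), and those that fell were *Cfb* (−1.84), *C5ar1* (−1.41), *C1ra* (−1.19) and *C1s1* (−1.08). The number that fell was 2 without LPS 1 d replicate 2, LPS 4 d replicate 2 or LPS 4 d replicate 3.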

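Lysosomal genes were over-represented in both resolution-selective clusters, with 9 of the 24 in the network in cluster 3 (adjusted p = 0.00660, one-sided Fisher's exact test) and 7 in cluster 4 (adjusted p = 0.0171, the same exact test). Genes of MHC class II presentation were over-represented in cluster 3 (4 of 7, adjusted p = 0.0328, exact test). Without PBS replicate 2 or 3, LPS 1 d replicate 1, 2 or 3, or LPS 4 d replicate 2 or 3, that adjusted p was 0.308, 0.0649, 0.0826, 0.0667, 0.0985, 0.275 and 0.177 in the order named (exact tests). Cell cycle genes were over-represented in cluster 4 (11 of 13, adjusted p = 5.05e-10, exact test), and that adjusted p was 1 without LPS 4 d replicate 1 (exact test). In the resolution-dominant cluster 2, genes of the phagocyte NADPH oxidase were over-represented (4 of 4, adjusted p = 0.0297, exact test). Lipid transport and apoptotic cell clearance genes did not pass in any of the 4 clusters. The lists were written after the paper was read. Those of lysosomal and class II genes hold many genes that the paper names for its resolution-selective cluster, such as *Laptm5*, *Cd68* and *H2-Aa*. The study chose those genes on the same arrays, so these exact tests are not independent evidence.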

In support of the above findings, GO enrichment analysis revealed over-representation of the biological processes “antigen processing and presentation of exogenous peptide antigen via MHC class II,” “lipoprotein biosynthetic process,” “cholesterol efflux,” “proteolysis involved in cellular protein catabolic process,” and “phagocytosis, engulfment” (Supplementary Table 3) among general immune response enrichment as well as the cellular component “lysosome” (Supplementary Table 4). It was also evident that a distinct set of transcription factors, including *Cebpa, Irf8, Mafb*, and *Spib* were present in the resolution-selective cluster which is consistent with regulation of myeloid cell differentiation/maturation and the flow cytometry data described above. 

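*Irf8*, a factor of macrophage and microglial differentiation, rose by 1.82 (standard error 0.17, adjusted p = 3.89e-04) on the log2 scale at 4 d after LPS, and its change at 1 d was 0.70 (standard error 0.17, adjusted p = 0.0665). *Cebpa*, a factor of myeloid lineage commitment, rose by 1.26 (standard error 0.09, adjusted p = 7.50e-05) at 4 d and had a change of 0.58 (standard error 0.09, adjusted p = 0.00675) at 1 d, below the minimum fold change of 1.5. *Spib*, an Ets family factor, rose by 1.63 (standard error 0.17, adjusted p = 5.89e-04) at 4 d from levels at background after PBS and at 1 d. Compared to 1 d, at 4 d *Spib* rose by 1.42, *Irf8* by 1.12 and *Cebpa* by 0.68, each past limma's test. *Irf8* and *Cebpa* were in cluster 3 and *Spib* in cluster 4 of the network.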

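From 1 d to 4 d after LPS, 15 of 51 lysosomal genes rose and 36 did not pass limma's test (15 rose when adjusted over the list alone), with log2 changes of 1.67 (standard error 0.32, adjusted p = 0.0301) for *Acp5*, 1.60 (standard error 0.08, adjusted p = 1.10e-04) for *Laptm5*, 1.48 for *Cd68* and 1.43 for the cathepsin gene *Ctsh*. *Ctsc* (0.05) and *Lamp2* (−0.02) were at similar levels at both times, and neither passed the test. Of 16 genes of apoptotic cell clearance, 4 were higher at 4 d than after PBS (4 when adjusted over the list alone). They were *Stab1*, a receptor for exposed phosphatidylserine, at 2.76 (standard error 0.16, adjusted p = 1.91e-05), *Pros1*, a ligand of the MERTK receptor family, at 1.49, *Anxa1*, whose protein product promotes resolution, at 1.14, and *Itgb5* at 1.12. At 1 d, 3 were higher and 1, *Mfge8*, was lower (−0.79), with 3 and 1 over the list alone, and from 1 d to 4 d 2 rose (2 over the list alone). The paper draws on the MHC class II, lysosomal, lipid and complement genes and the transcription factors in its resolution-selective cluster. From these and from its gene ontology analysis, it proposes that lysosomal function is central to the processes of resolution.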

Overall, these data reinforce the distinctive nature of the regulatory and transcriptional networks controlling the resolution phase and in particular suggest lysosomal function as central to multiple co-ordinated pro-resolution molecular processes.

### Inflammation Resolution Involves Induction or Restoration of Homeostatic Microglial Gene Expression

Recent studies examining the transcriptional basis of microglial identity have described a set of genes highly enriched in microglia compared to systemic myeloid cells and other CNS cell types (46, 50–53). This expression signature has been proposed to reflect a homeostatic microglial state (54). 

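Of 18 homeostatic microglial genes, 9 were higher at 4 d after LPS than after PBS and 9 did not pass limma's test (9 higher when adjusted over the list alone). The largest rise was in *Fcrls*, an Fc receptor-like gene of microglia, by 2.23 (standard error 0.30, adjusted p = 0.00318) on the log2 scale, followed by *Trem2*, a lipid-sensing receptor, by 1.61 (standard error 0.18, adjusted p = 9.60e-04), and the fractalkine receptor gene *Cx3cr1* by 1.51 (standard error 0.11, adjusted p = 8.18e-05). *Rnase4* rose by 1.32 (standard error 0.13, adjusted p = 5.18e-04), *Olfml3* by 1.30 (standard error 0.16, adjusted p = 0.00198), *Tmem119*, a microglial surface marker, by 1.12 (standard error 0.25, adjusted p = 0.0451) and *Hexa*, a lysosomal hexosaminidase that is not on the list, by 1.00 (standard error 0.09, adjusted p = 3.28e-04). In the network, *Hexa* and *Olfml3* were in the resolution-selective cluster 4, and *Fcrls*, *Rnase4*, *Tmem119* and *Trem2* were in a smaller resolution-selective cluster of 56 probe sets. *Ms4a7*, a marker of recruited macrophages, moved with these genes, at 5.40 at 4 d. *Trem2* has another probe set, whose level lay at background and whose change at 4 d was −0.12.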

We noticed that the resolution-selective cluster contained a considerable number of these microglial signature genes, including *Fcrls, Hexa, Hexb, Olfml3, Rnase4, Tmem119*, and *Trem2* (Figure 6C). 

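*Fcrls* had a linear expression intensity of 107 ± 7.45 after PBS, 80.1 ± 33.5 at 1 d and 508 ± 79.9 at 4 d after LPS (SD, n = 3 arrays in each group, here and for the genes that follow). In the same order, *Trem2* had 46.8 ± 5.85, 28.4 ± 6.26 and 143 ± 20.5, and *Rnase4* had 148 ± 0.719, 104 ± 19.8 and 371 ± 26.2. The lysosomal gene *Hexa* had 257 ± 6.39, 238 ± 21.6 and 513 ± 35.7, and *Olfml3* had 106 ± 8.71, 120 ± 25.0 and 263 ± 35.1. On the log2 scale, *Tmem119* had 6.27 ± 0.16, 6.21 ± 0.60 and 7.39 ± 0.13. The log2 changes from 1 d to 4 d were 2.76 (standard error 0.30, adjusted p = 0.00175) for *Fcrls*, 2.35 (standard error 0.18, adjusted p = 3.63e-04) for *Trem2*, 1.85 (standard error 0.13, adjusted p = 2.93e-04) for *Rnase4*, 1.15 (standard error 0.16, adjusted p = 0.00657) for *Olfml3*, 1.11 (standard error 0.09, adjusted p = 4.99e-04) for *Hexa* and 1.18 (standard error 0.25, adjusted p = 0.0488) for *Tmem119*. For each of the 6 genes, all 3 arrays at 4 d lay above all 3 arrays at 1 d and all 3 PBS arrays. Their changes at 1 d against PBS did not pass limma's test. Replicate 2 was the lowest of the 1 d arrays for each of the 6 genes.

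**Figure D5:**
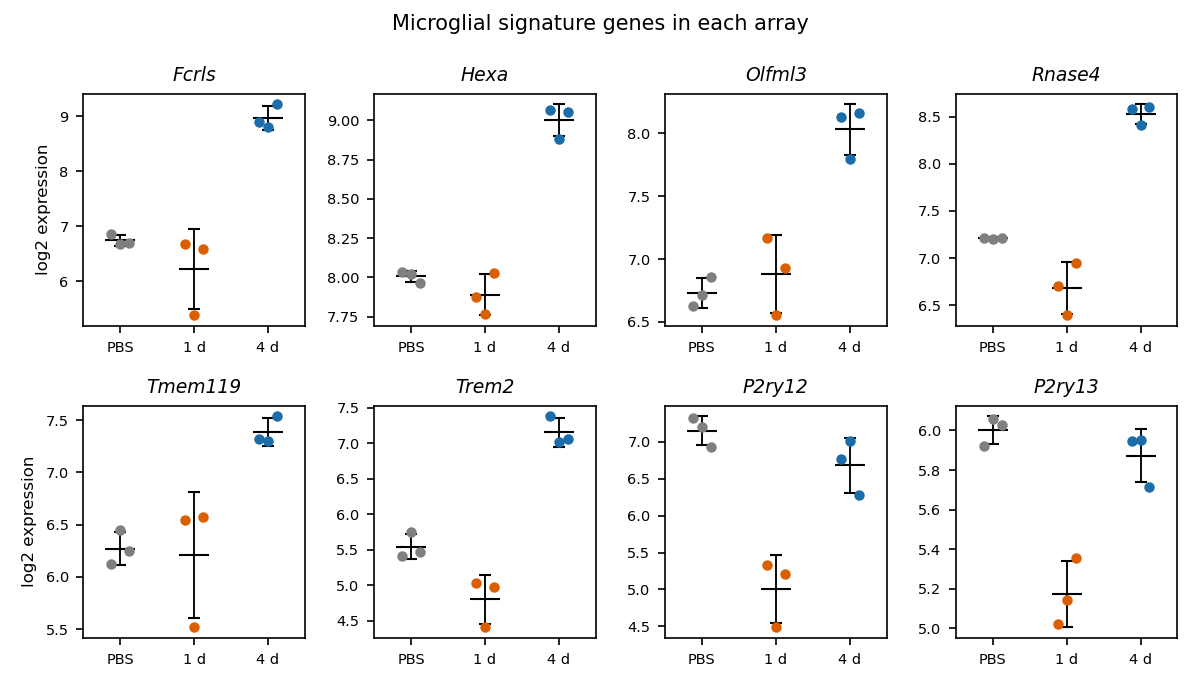
Log2 expression (y axis) of 8 microglial genes on each array after PBS and at 1 d and 4 d after LPS (x axis), with bars for the mean and SD of 3 arrays. *Fcrls*, *Hexa*, *Olfml3*, *Rnase4*, *Tmem119* and *Trem2* are highest at 4 d, and *P2ry12* and *P2ry13* are lowest at 1 d.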

The expression of all these genes was significantly increased 4 d after LPS challenge compared to 1 d and also after PBS treatment (Figure 7A). 

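*P2ry12*, the ADP receptor of resting microglia, fell by 2.14 on the log2 scale at 1 d after LPS (standard error 0.25, adjusted p = 0.00106 from limma) and rose by 1.68 (standard error 0.25, adjusted p = 0.00815) from 1 d to 4 d. Its difference from PBS at 4 d was −0.47 (standard error 0.25, adjusted p = 0.397), which did not pass the test. *P2ry13*, a related receptor, fell by 0.83 at 1 d (standard error 0.11, adjusted p = 0.00239), rose by 0.70 (standard error 0.11, adjusted p = 0.0108) from 1 d to 4 d and differed from PBS by −0.13 (standard error 0.11, adjusted p = 0.607) at 4 d. *Gpr34* followed the same course, having dropped by 2.46 at 1 d to a level at background (adjusted p = 0.00385), with a rise of 2.34 (standard error 0.35, adjusted p = 0.00881) between the times and a difference from PBS of −0.13 at 4 d that did not pass. The 1 d arrays of all 3 genes lay below every PBS array (n = 3 arrays per group).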

Expression of *P2ry12* and *P2ry13*, further proposed homeostatic microglial signature genes, was also elevated 4 d compared to 1 d after LPS challenge (Figure 7B) although this largely reflected a restoration of suppressed expression levels and is consistent with the known instability of these genes in response to LPS or other overtly pro-inflammatory conditions. We did not observe changes in microglial numbers during the transition from induction to resolution phases (see Figure 3 above) therefore gene expression changes are likely the result of actual quantitative expression changes. *Trem2* is a member of a receptor family that in mice also contains *Trem1* and *Trem3*. In contrast to *Trem2*, expression of *Trem1* and *Trem3* was selectively induced 1 d after LPS challenge (Figure 7C) in keeping with their presence in the induction-selective cluster and known functionally distinct role from *Trem2* in amplification of innate immune signaling (55). 

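*Trem3* rose by 2.94 (standard error 0.25, adjusted p = 1.32e-04) on the log2 scale at 1 d after LPS and *Trem1* by 1.22 (standard error 0.21, adjusted p = 0.0105). Their changes at 4 d against PBS were 0.01 and 0.08, neither past limma's test, and these 4 d changes turned negative with some arrays left out. *Trem3* had −0.07 without PBS replicate 1, −0.03 without PBS replicate 3 and −0.05 without LPS 4 d replicate 2, and *Trem1* had −0.01 without PBS replicate 2. Between the 2 times after LPS, *Trem3* fell by 2.93 (standard error 0.25, adjusted p = 5.02e-04) and *Trem1* fell by 1.14 (standard error 0.21, adjusted p = 0.0227). *Trem3* had a mean log2 expression of 2.40 ± 0.21 after PBS, 5.35 ± 0.57 at 1 d and 2.42 ± 0.10 at 4 d, and *Trem1* had 2.74 ± 0.21, 3.95 ± 0.40 and 2.82 ± 0.23 (SD, n = 3 arrays in each group). Both were at background after PBS and at 4 d, and both were in the induction-selective cluster 1. Both genes are expressed by neutrophils and were also on the list of neutrophil markers. *Trem2*, in contrast, had a log2 change of −0.74 (standard error 0.18, adjusted p = 0.0612) at 1 d.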

We validated the microarray expression pattern of the *Trem* genes by qPCR on myeloid cell-enriched cell suspensions isolated from the brain over an extended time-course after LPS challenge. This showed the same opposing pattern of *Trem1* and *Trem2* expression and with similar kinetic profile as microarray analysis (Figure 7D). 

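From 1 d to 4 d after LPS, 12 of 18 homeostatic microglial genes rose and 6 did not pass limma's test (13 rose when adjusted over the list alone). Ordinary tests without moderation called 0 of the 18 between the times (12 higher at an unadjusted p under 0.05). At 1 d, 3 were lower than PBS (*P2ry12*, *P2ry13* and *Gpr34*) and 15 did not pass (5 lower over the list alone). Genes that microglia raise in degenerative disease were also higher. Of 16 of them, 7 were higher at 1 d and 13 at 4 d. Over the list alone, 7 were higher and 1 was lower at 1 d, and 13 were higher at 4 d. *Lgals3*, which encodes galectin 3, rose by 2.78 at 1 d and 3.64 at 4 d on the log2 scale. The β-glucan receptor gene *Clec7a* rose by 1.37 and 2.35, and *Gpnmb* by 3.33 at 4 d. Between the times, 7 of the 16 rose (9 rose and 1 fell over the list alone), such as the cathepsin gene *Ctsd* by 1.39 and *Tyrobp* by 1.01. Monocyte-derived macrophages can express several genes of this list. The paper draws on the microglial signature genes, its flow cytometry counts of microglia, and the *Trem* genes on arrays and by qPCR. From these it proposes an association of resolution with restored or induced homeostatic microglial genes. It also proposes an association with a shifted balance of signalling through TREM receptors.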

Overall, these data suggest that resolution of acute brain inflammation is associated with induction and/or restoration of “homeostatic” microglial signature genes and a transition in the balance of amplifying and modulatory immune signaling via immunoreceptors such as TREM1 and TREM2.

**Figure 7:**
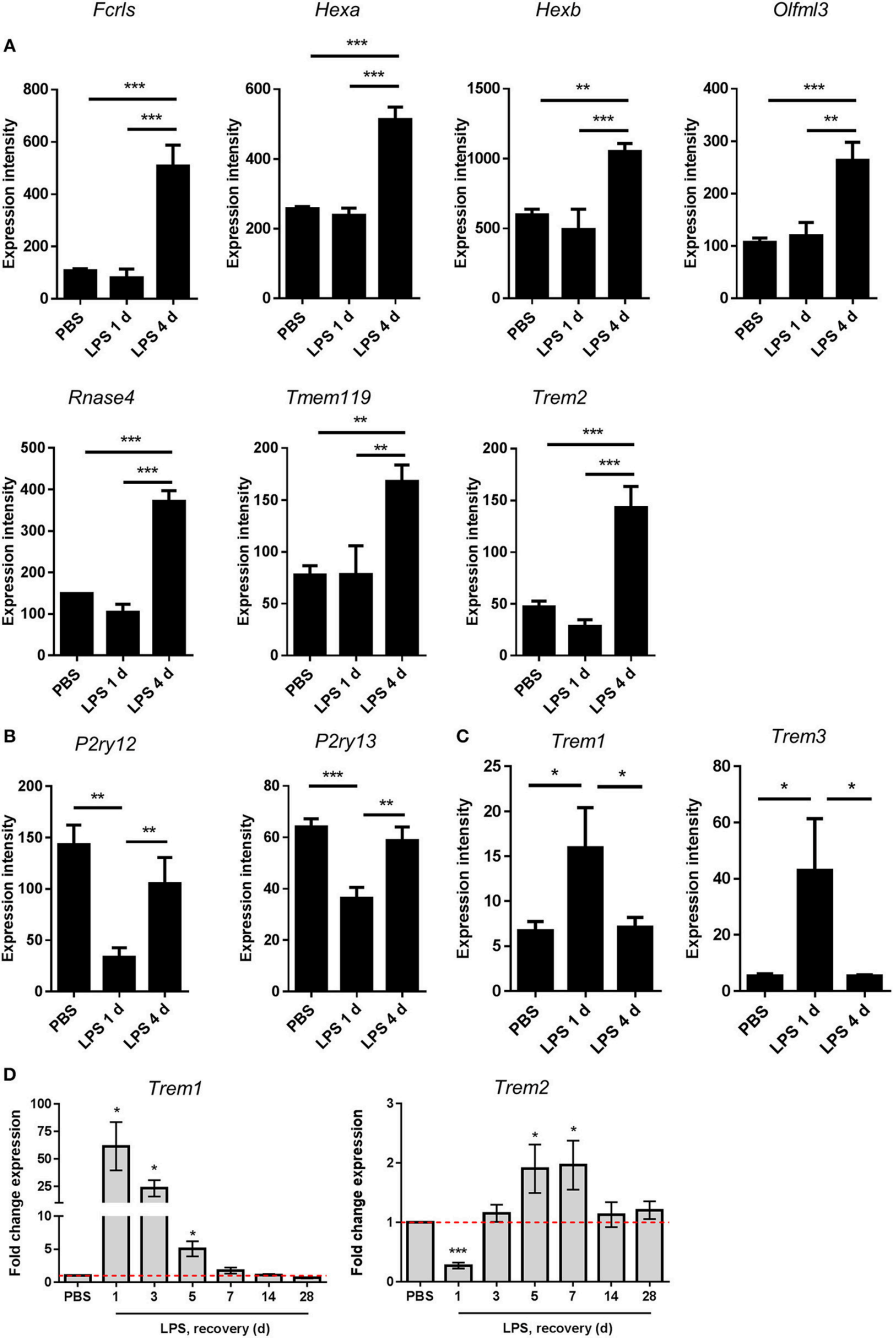
Changes in expression of microglial signature genes after intracerebral LPS challenge suggest restoration of a homeostatic microglial state is associated with inflammation resolution. Brain homogenates were prepared from the ipsilateral hemisphere after intrastriatal PBS or LPS injection at indicated timepoints and gene expression measured by **(A–C)** microarray or **(D)** quantitative PCR. Expression intensities of **(A)** selected microglial homeostatic signature genes, **(B)** P2Y receptor genes, and **(C)** amplifying TREM family genes. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001; one-way ANOVA with Bonferroni's *post-hoc* test. **(D)** Relative expression of *Trem1* and *Trem2* after LPS vs. PBS injection at indicated timepoints. ^*^P < 0.05, one sample *t*-test compared to PBS (reference value of 1 for the PBS group).

## Discussion

In the present study, we sought to develop and validate a model tailored for studying the resolution of acute brain inflammation and in doing so define its key cellular and molecular characteristics. Several interesting observations emerged, notably that the resolution phase appears to be a very active period of transcriptomic reprogramming temporally aligned with marked changes in myeloid cell composition and reactivity. The very dynamic nature of this phase points to its potential for manipulation and subversion thus understanding endogenous regulatory mechanisms and factors perturbing them will be important in future. The baseline data provided here provide a platform for future studies to uncover novel CNS resolution mechanisms and modifiers.

We used LPS as the inflammatory challenge which has both strengths and weaknesses. As a cell wall component of gram-negative bacteria, LPS is relevant to infectious challenges of the brain. Although rare, infection of the central nervous system parenchyma often has severe consequences (56) and it is important to consider previous studies that indicated an unrestrained host inflammatory response to infection may be more problematic than direct pathogen-induced toxicity (57). LPS is also likely relevant to broader contexts of sterile inflammation given its actions are mediated by signaling through TLR4. Other ligands for TLR4 include a number of damage-associated molecular patterns (DAMPs), such as HMGB1 and S100A8/9, which are produced and/or exposed by cell death and other triggers of sterile inflammatory responses important in the reaction to brain hypoxia/ischaemia, trauma (58, 59). Microbial and sterile challenges can result in conserved TLR4 signaling responses (e.g., MAP kinase, NF-κB, and HIF-1 activation) that induce closely overlapping transcriptional and metabolic reprogramming profiles. Indeed, our unpublished data suggest a substantial degree of overlap in the transcriptome-wide changes in gene expression in response to intracerebral LPS injection or experimental stroke in mice. In the present study there was no evidence that LPS injection caused neuronal toxicity therefore the initial inflammatory response should reflect a direct response to LPS thus exposure to a highly consistent stimulus is achieved. In most models of acute brain injury, cell death is a key feature but often is variable in magnitude and distribution. In some cases, it will be necessary to include the complexity of processes inherent in acute brain injuries (e.g., cell death, oedema, blood flow alterations) but in other instances it may be advantageous to use a more reductionist but nonetheless representative system as described here.

Mechanisms of inflammation resolution have been studied extensively in tissues outside the brain. The utility of reductionist models is emphasized by their leading to the discovery of novel pro-resolving mediators, notably several classes of fatty acid-derived molecules (60). Models used have included the intraperitoneal injection of LPS or zymosan and the air-pouch inflammation model (41, 61, 62). Key features of these models are the ability to analyse compartmentalized tissue/fluid extracts with precise monitoring of kinetic profiles of molecular and cellular changes. In common with these models, we observed a range of cellular changes characteristic of an acute inflammatory response regardless of tissue location, including resident macrophage activation, increased vascular permeability and endothelial activation, and myeloid cell recruitment consisting of early neutrophil accumulation and a slower influx of monocyte-derived cells. Detailed analysis in a murine acute peritonitis model produced quantitative indices for the temporal evolution of key cellular changes, including the resolution index based on the relationship between neutrophil and monocyte accumulation (41). In the present study, neutrophil accumulation peaked 1–3 d after LPS injection and there were negligible numbers by 5 d indicating a relatively rapid removal of these cells from the brain. We estimated the resolution index (time for neutrophil numbers to decrease to half their peak value) to be 18 h in the present intracerebral LPS model. While this shows an ability of the brain to clear a substantial influx of neutrophils rapidly, it is interesting to consider this is likely slower than described for analogous systemic models (41). Thus, while there are a number of shared features of acute inflammation triggered inside and outside the brain, there are also likely location-dependent properties as we recently demonstrated (30).

An important conceptual principle to emerge that underpins how inflammation is brought under control outside the brain is that it involves active induction of pro-resolution cellular and molecular processes and is not simply the waning of the initial inflammatory response (63). In the present study, there are several observations that support a highly active resolution phase in the acutely inflamed CNS. This includes the temporal pattern of CNS macrophage accumulation and reactivity. Using differential CD45 expression by flow cytometry we were able to identify both resident microglial and infiltrating monocyte sources of CNS macrophages in the LPS-injected brain, which importantly we validated the specificity of using *Ccr2*-RFP monocyte reporter mice. Infiltration of monocyte-derived macrophages peaked 3 d after LPS coinciding with the onset of resolution. At a similar time (3–5 d after LPS), microglial numbers peaked although we note this involved only a modest and statistically non-significant increase. During this time-frame, the most visible morphological signs of CNS macrophage (IBA1^+^) reactivity were also observed. Furthermore, surface protein expression levels of CD45 and F4/80 specifically on microglia steadily increased to reach a peak 3–5 d after LPS again coinciding with the resolution phase and loss of neutrophils. Expression of the genes encoding CD45 (*Ptprc*) and F4/80 (*Emr1*) followed a similar pattern. 

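*Adgre1* rose between 1 d and 4 d after LPS, by 1.65 (standard error 0.15, adjusted p = 7.06e-04) on the log2 scale and *Ptprc* by 0.88 (standard error 0.17, adjusted p = 0.0342), both past limma's test. *Aif1*, which encodes the macrophage marker IBA1, rose by 1.21 (standard error 0.14, adjusted p = 0.00133) at 1 d and 3.11 (standard error 0.14, adjusted p = 8.48e-06) at 4 d against PBS and by 1.90 between the times. Markers of recruited macrophages changed in both directions over this interval, with *Lyz2* rising by 1.47 and *Plac8* falling by 2.37. The array values do not separate these cells from microglia.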

CD45 and F4/80 are induced by microglial/macrophage activation and/or differentiation and across the time-course studied here provide an indication of relative temporal changes in magnitude of gross microglial activation. Together, these data indicate that accumulation and indices of reactivity of CNS macrophages reach their maximum during the onset and progression of resolution. Mononuclear phagocytes have previously been shown to participate in several aspects of a resolving inflammatory process including through efferocytosis of neutrophils, provision of trophic and growth factors and signaling to stromal and other immune cells (25, 64, 65). Our data are therefore suggestive of resolution-promoting active changes in CNS macrophage composition and reactivity. While the aforementioned cellular kinetics point to the involvement of differentiated myeloid cell populations, the phenotypic markers we used cannot enable distinction from cells with immature myeloid status such as MDSCs (47). Originally described in the tumor microenvironment, but now identified in various pathological and inflammatory conditions (66), MDSCs have potent immunoregulatory activities and thus may be relevant to resolving inflammation. Their identification requires functional assays and future studies will be needed to determine their presence at different inflammation phases. Furthermore, future studies targeting specific mononuclear phagocyte subsets will be required to confirm their individual and collective functional roles in resolution.

Perhaps the most striking evidence that the resolution phase in the present model involves actively induced cell and molecular programmes comes from the transcriptomic profiling identifying distinct gene signatures associated with inflammation induction and resolution. 

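Of 52 analysed genes that the paper names for its resolution-selective cluster, 44 rose from 1 d to 4 d after LPS and 8 did not pass limma's test (47 rose when adjusted over the list alone). Against PBS, 49 of them were higher at 4 d and 18 at 1 d. Over the list alone, 49 were higher at 4 d, and 22 were higher and 1 was lower at 1 d. Their median log2 change was 1.80 at 4 d and 0.44 at 1 d. The study chose these genes on the same samples, so their counts are not independent evidence of the direction. Genes outside that list with a large rise between the times included the recruited macrophage marker *Ms4a7* (4.36 on the log2 scale) and *Gpnmb* (2.67). They also included *Asb2*, a ubiquitin ligase subunit, at 2.58 (standard error 0.18, adjusted p = 2.93e-04), and the cell cycle genes *Cdk1* (2.77), *Ube2c* (2.75) and *Mki67* (2.43). Of 32 cell cycle genes, 13 rose between the times (19 over the list alone). Left out in turn, PBS replicates 1 and 3 each gave 8, and LPS 1 d replicates 1, 2 and 3 and LPS 4 d replicates 1 and 3 each gave 7.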

Using an unbiased gene coexpression network approach, we identified a cluster of coexpressed genes with largely selective (or substantially greater) induction in expression during the resolution phase thus confirming active *de novo* gene network reprogramming as an integral CNS resolution event. A number of molecular classes of genes were contained within this cluster and their coexpressed pattern implicates likely coordinated functions of their encoded proteins and co-regulation by common transcription factors. Here, we discuss some particularly notable features of the resolution gene cluster and their contrasts with the induction phase cluster (see Supplementary Table 1 for overview of wider cluster composition and associated biology for all gene clusters).

One of the most prominent classes of genes in the resolution cluster was the lysosomal group that included genes encoding multiple cathepsins, lysozyme, several other lipid-targeted proteases, and lysosomal membrane proteins. Lysosomal function is critical to phagocytic removal of cells and debris, and our data may reflect this role in the rapid loss of neutrophils by mononuclear phagocytes in the current model. Lysosomes also act as a convergence point for autophagy- and phagocytosis-derived intra- and extra-cellular materials, and pro-resolving functions of macrophages, including phagocytosis, were associated with enhanced autophagy (67). A further important function for lysosomal proteases is the processing of peptide antigens for presentation on MHC class II (49). 

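Between 1 d and 4 d after LPS, 6 of 12 genes of MHC class II presentation rose (6 when adjusted over the list alone), among them *H2-Eb1* by 2.33 (standard error 0.23, adjusted p = 0.00111), *H2-Aa* by 1.94 (standard error 0.14, adjusted p = 2.93e-04), *H2-Ab1* by 1.41 (standard error 0.23, adjusted p = 0.0135) and *Ifi30* by 1.27 on the log2 scale. This count was 3 without LPS 1 d replicate 2 or without LPS 4 d replicate 1. Of 15 genes of MHC class I presentation, 4 fell between the times and 11 did not pass limma's test (6 fell over the list alone), with *Nlrc5* falling by 1.37, *H2-T23* by 1.27, *H2-T10* by 0.68 and *Tapbp* by 0.64. The number that fell was 2 without LPS 1 d replicate 2 or 3 or without LPS 4 d replicate 1 or 3. The classical class I genes *H2-D1* and *H2-K1* had changes of −0.08 (standard error 0.12, adjusted p = 0.825) and −0.19 (standard error 0.11, adjusted p = 0.509) between the times.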

Our data showed a marked switch in the classes of MHC genes induced from the induction (MHC-I) to resolution (MHC-II) clusters. This may be similar to the enrichment of resolution-phase macrophages in the peritoneum for MHC-II-related genes (68) and suggests antigen presentation and links between innate and adaptive immune processes may be important for resolution (65). 

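Of 12 lymphocyte chemoattractant genes, 7 were higher at 1 d after LPS and 5 at 4 d (8 and 6 when adjusted over the list alone). The B cell attractant gene *Cxcl13* rose by 2.29 (standard error 0.27, adjusted p = 0.00130) on the log2 scale at 1 d and 3.68 (standard error 0.27, adjusted p = 8.90e-05) at 4 d, *Cxcl16*, the ligand of CXCR6, by 2.18 and 3.13, and *Cxcl9*, a T cell attractant, by 2.43 at 1 d. The PBS levels of *Cxcl13* and *Cxcl9* lay at background. Between 1 d and 4 d, 1 (*Cxcl13*) rose and 2 (*Cxcl10* and *Cxcl11*) fell (2 and 4 over the list alone). Of 9 T cell markers, limma called 0 at 1 d and 0 at 4 d (1 lower at an unadjusted p under 0.05 at each time, and 0 by ordinary tests without moderation), and 8 of the 9 lay at background in all groups. Of 7 B cell and plasma cell markers, 1, *Cd79b*, was higher at 4 d (1.45; 1 over the list alone).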

Although we did not assess lymphocyte subsets in the current study, increased expression of several T cell and B cell chemoattractants in LPS-challenged mice was evident in our transcriptome dataset. Overall, the array of lysosomal proteases induced during resolution may therefore have multiple functions.

The resolution cluster also contained a large group of genes encoding proteins involved in lipid scavenging and metabolism, particularly apolipoproteins and including the major lipid transport protein of the CNS, apolipoprotein E (69). 

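*Apoe* had a log2 change of −0.18 (standard error 0.10, adjusted p = 0.409) at 1 d after LPS, rose by 0.61 (standard error 0.10, adjusted p = 0.00750) at 4 d against PBS and by 0.80 (standard error 0.10, adjusted p = 0.00285) from 1 d to 4 d. *Apoc2* rose by 2.51 (standard error 0.43, adjusted p = 0.0165) between the times. *Apod*, an apolipoprotein of glia, rose by 1.90 at 1 d and 0.99 at 4 d and fell by 0.90 between the times, and the phospholipid transfer protein gene *Pltp* fell by 0.95 at 1 d and rose by 1.42 from 1 d to 4 d. In limma's test of 4 d against 1 d, 6 of 20 genes of lipid transport and efflux rose and 1 fell (7 and 2 when adjusted over the list alone). Of 19 genes of cholesterol biosynthesis, limma called 0 at 1 d and 0 at 4 d (4 and 10 lower at an unadjusted p under 0.05, and 0 by ordinary tests without moderation), with median log2 changes of −0.14 and −0.24.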

The increased expression of these mediators may be important to provide increased capacity for sequestering, processing and recycling lipid components of dying or phagocytosed cells and it is logical to observe coexpression of these genes alongside the lysosomal genes described above. 

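*Cd5l*, which encodes a secreted scavenger-family protein of macrophages, had a linear expression intensity of 5.12 ± 0.422 after PBS, 6.23 ± 1.35 at 1 d and 57.3 ± 23.7 at 4 d after LPS (SD, n = 3 arrays in each group). On the log2 scale it rose by 3.40 (standard error 0.29, adjusted p = 2.04e-04) at 4 d against PBS and by 3.14 (standard error 0.29, adjusted p = 7.99e-04) from 1 d to 4 d, and its change at 1 d was 0.26, which did not pass limma's test. Its levels after PBS and at 1 d lay at background. In the network it was in a small resolution-selective cluster apart from the 4 largest.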

*Cd5l*, part of the resolution cluster, and a gene that lies at the intersection of lipid metabolic and immune regulation (70) further highlights how altered lipid metabolism may be an integral component of successful inflammation resolution.

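*Ets1*, a transcription factor of lymphoid, endothelial and myeloid cells, had a linear expression intensity of 62.7 ± 4.06 after PBS, 92.8 ± 11.4 at 1 d and 119 ± 17.8 at 4 d after LPS (SD, n = 3 arrays in each group). On the log2 scale it rose by 0.91 (standard error 0.13, adjusted p = 0.00409) at 4 d. The change at 1 d, 0.56 (standard error 0.13, adjusted p = 0.0488), was below the minimum fold change of 1.5, and the change from 1 d to 4 d, 0.35 (standard error 0.13, adjusted p = 0.274), did not pass limma's test. *Ets1* was in the resolution-dominant cluster 2 of the network. It has 4 probe sets, and the 3 others were not called at 4 d.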

The resolution cluster contained several transcription factors associated with reactivity and differentiation of microglia/macrophages (e.g., *Ets1, Irf8, Mafb, Spib*) (71–73) consistent with cellular data discussed above and suggesting possible key control hubs of resolution gene networks, including those within the resolution cluster. The identity of these resolution-phase transcription factors was particularly noteworthy when contrasted with the induction cluster. 

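At 4 d after LPS, *Nfkbiz* and *Ikbke*, which take part in NF-κB signalling, were still higher than PBS, by 2.41 and 2.27 on the log2 scale, among 9 of 14 NF-κB subunits and targets that passed limma's test (9 when adjusted over the list alone). This count was 4 without LPS 4 d replicate 1 and 5 without LPS 4 d replicate 3. Between 1 d and 4 d, 3 of them fell (6 over the list alone), *Nfkbia*, which encodes the inhibitor IκBα, by 1.13, *Tnfaip3*, which encodes the deubiquitinase A20, by 0.86 and *Nfkb2* by 0.80, and 1 fell without LPS 1 d replicate 2 or 3. *Irf7* fell by 1.98 (standard error 0.30, adjusted p = 0.00881) between the times, *Irf9* by 1.10, *Stat2* by 0.97, *Stat3* by 0.84 and *Irf1* by 0.67. At 4 d against PBS, *Irf1* (0.96), *Irf9* (0.86) and *Stat3* (0.65) were higher, while *Irf7* (1.16) and *Stat2* (0.44) did not pass the test. Of the 62 analysed genes that the paper names for its induction-selective cluster, 52 fell from 1 d to 4 d (60 over the list alone) and 37 were still higher than PBS at 4 d (45 over the list alone), counts that are not independent evidence since the study chose the genes on the same samples.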

Genes encoding NF-κB, interferon response factors (IRFs) and STAT proteins were prominent in the induction cluster and in keeping with the array of MHC-I, interferon and interleukin genes induced at the induction phase that are known targets of these transcriptional regulators. Thus, our data highlight not only marked shifts in multiple functionally-linked gene networks as the inflammatory response transitions to resolution but also in the upstream transcriptional control pathways that are likely governing this transition.

We and other groups have recently described transcriptome-wide profiles defining the identity and diversity of rodent microglia in the steady-state (46, 51, 52). Expression of a unique “homeostatic” gene set is a defining feature of microglia in the non-pathologic CNS and altered expression of genes within this homeostatic cluster can indicate deviations toward reactive phenotypes through sensing of tissue distress signals (74). Recent studies have identified discrete subsets/states of microglia that emerge during the progression of pathology in neurodegenerative disease models that in part involves repression of some constitutively-expressed homeostatic genes (75). We observed marked suppression of the homeostatic genes *P2ry12* and *P2ry13* during the induction phase that was largely restored during resolution. This is similar to LPS-induced suppression of these genes in cultured microglia. 

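Besides the genes of the paper's Figure 7, the fractalkine receptor gene *Cx3cr1* rose by 1.28 (standard error 0.11, adjusted p = 5.65e-04) on the log2 scale from 1 d to 4 d after LPS, and the macrophage growth factor receptor gene *Csf1r* rose by 1.32 (standard error 0.12, adjusted p = 2.41e-04) at 4 d against PBS and by 1.18 between the times. The integrin subunit gene *Itgb5* rose by 1.43 (standard error 0.15, adjusted p = 0.00144) between the times. *Csf1r* and *Cx3cr1* are also expressed by monocytes, and their changes at 1 d were 0.14 and 0.23, neither past limma's test (n = 3 arrays per group). The 9 members of the list of homeostatic microglial genes that did not pass at 4 d included *P2ry12*, *P2ry13* and *Gpr34*.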

The resolution cluster contained many other homeostatic genes (e.g., *Fcrls, Hexb, Olfml3, Tmem119*) and their selective induction during the resolution phase alongside restored *P2ry12/13* expression is intriguing. The transcriptome data are derived from tissue homogenates therefore we cannot completely exclude that this pattern could reflect cell composition (e.g., microglial cell numbers). However, this is unlikely because there were negligible differences in microglial numbers quantified by flow cytometry during the progression of the inflammatory response. Moreover, the suppression of *P2ry12/13* at the same time as induction of large arrays of cytokine and other inflammatory gene families suggests phenotypic changes in microglia are a more likely explanation. Restoration of a homeostatic microglial phenotype may be an important element of inflammation resolution however if this is a largely end-stage effect or if the induction of homeostatic networks is actively involved in resolution cannot be concluded from the selected timepoints we studied. With more extensive temporal profiling and single cell transcriptomics it could be possible to identify if initial deviation from a homeostatic state is necessary for microglia to engage a reactive pro-resolution phenotype that subsequently returns toward a pre-inflamed steady-state profile. This question mirrors the current debate around the possible harms and benefits of microglia deviating from their homeostatic state during disease (54) and will be important to address so that contexts where controlled manipulation of microglia to promote retention or deviation from steady-state will be beneficial can be determined.

In the present study, we have focussed on understanding key cellular and molecular changes in a model of self-limiting brain inflammation largely focussing on the early stage of resolution during which clearance of initial inflammatory cell infiltrates is prominent. Resolution will involve an array of coordinated processes and may involve more chronic changes that are important for long-term restoration of tissue homeostasis. We acknowledge these will be important to study and build upon the framework presented here. For example, and as implicated by our transcriptome profiling discussed above, understanding how the microglial population returns to true steady state in the later resolution phase will be important. Defining the phenotypic and functional complexity within the gross myeloid populations we studied here will also be necessary and likely require high-dimensional profiling at single cell resolution to identify if there are particular subclasses/substates of myeloid cells (mature and MDSCs) particularly important for driving inflammation resolution. We also acknowledge that this study has used only male mice at a young adult age therefore systematic comparison of the effects of sex and age are warranted. In conclusion, we have shown how resolution of acute inflammation in the brain involves active induction of cellular and molecular events, have identified candidate gene networks that may regulate resolution-phase adaptations and propose the current model as a useful benchmark and framework for further understanding mechanisms and modifiers of inflammation resolution in the brain. The data also imply that inflammation-modifying strategies to treat CNS pathology are unlikely to be optimal if they are too indiscriminate and suppressive of adaptive changes integral to pro-resolution mechanisms.

## Ethics Statement

This study was carried out in accordance with the Animals (Scientific Procedures) Act 1986 and Directive 2010/63/EU. The protocol was approved by the local Animal Welfare and Ethics Review Board (AWERB).

## Author Contributions

BM conceived study. BM and CD designed and performed experiments and analyzed all data. AP contributed to analysis and presentation of transcriptomic data. All authors contributed to manuscript writing and editing.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Myeloid Cell and Transcriptome Signatures Associated With Inflammation Resolution in a Model of Self-Limiting Acute Brain Inflammation
**Source:** Front Immunol. 2019 May 17;10:1048. doi: 10.3389/fimmu.2019.01048
**Supplement:** Supplementary file 5

Supplementary Figure 1

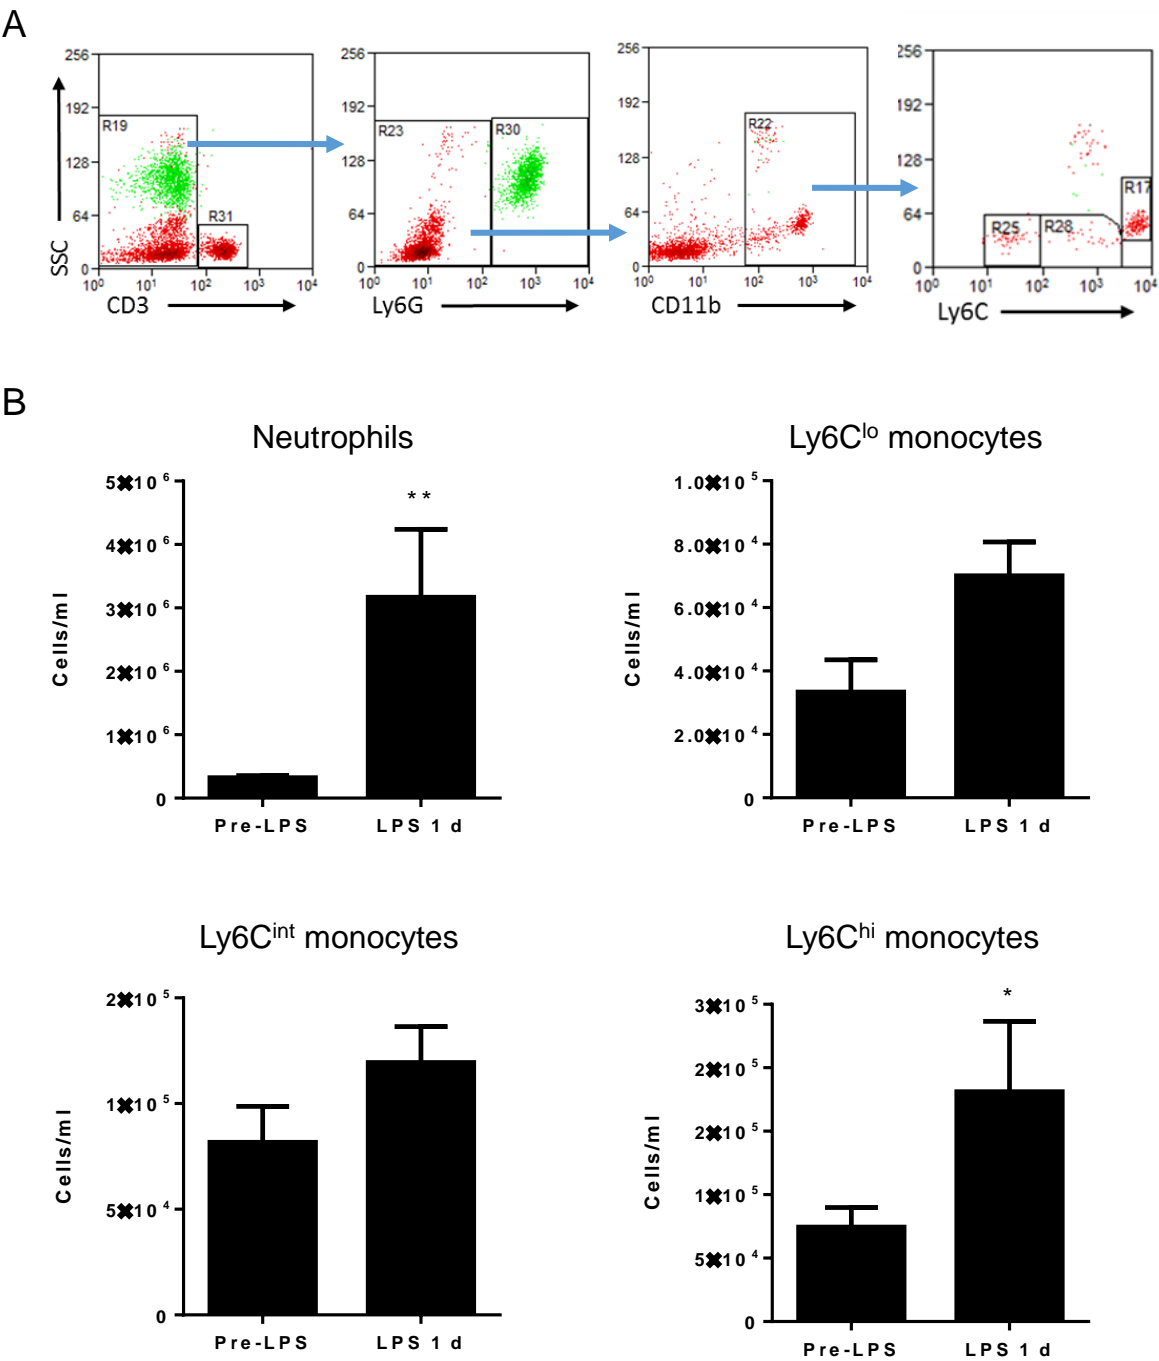

**Supplementary Figure 1.** (A) Flow cytometry gating scheme to identify blood myeloid cell populations. CD3<sup>-</sup> cells were selected and then neutrophils defined as Ly6G<sup>+</sup>SSC<sup>hi</sup>. Ly6G<sup>-</sup>CD11b<sup>+</sup> cells were analysed for Ly6C – three distinct monocyte populations were identified based on intensity of Ly6C expression. (B) Numbers of blood myeloid cell populations in venous blood samples collected before and after intracerebral LPS injection. \*P < 0.05, \*\*P < 0.01; Student's t test. N = 4-6 mice per group.

How the deposited data were processed for this re-analysis (not part of the article)

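Brain tissue around the injection site was taken from mice after intrastriatal injection of PBS or LPS, and its RNA was measured on 9 arrays in 3 groups of 3: PBS collected at 4 d, LPS collected at 1 d and LPS collected at 4 d. Each array measured a pool of RNA from 3 mice. The authors amplified and labelled the RNA, hybridised it to Affymetrix HT mouse genome arrays and processed the scans by RMA in Affymetrix Expression Console, and their deposited values are log2 expression values per probe set, background corrected, normalized between arrays and summarised over the probes. The software version is not given in the sources used here. The scanner output was not used here, so the background correction and the normalization are the authors' and were not repeated. The median log2 value per array lay between 4.32 and 4.37, and the highest value on any array was 12.8. For levels on the linear scale, 2 was raised to the power of each deposited log2 value before the mean and SD were taken.

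After 104 control entries were left out, the remaining 45037 probe sets were all tested. Gene names come from the platform annotation, updated through Entrez identifiers where the mouse gene table used here allowed. Of the 28898 probe sets with 1 symbol, 28689 were matched this way and 209 kept the symbol of the platform annotation, and the update changed 0 symbols. The 551 probe sets with several symbols and the 15588 with none were tested but not named. Where a gene had several probe sets, the one with the highest mean over the 9 arrays represented it, which gave 17097 genes. Some genes that the paper names, and some members of the gene lists, had no probe set with their symbol alone, and they are not reported here.

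One linear model with a mean for each group was fitted to all 9 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation (6 residual, 3.02 prior and 9.02 total degrees of freedom). The moderated F-test over the 3 groups and the 3 contrasts (LPS 1 d against PBS, LPS 4 d against PBS, LPS 4 d against LPS 1 d) were adjusted by the Benjamini-Hochberg method over all probe sets. A probe set passed a contrast at an adjusted p under 0.05 and a fold change of at least 1.5. These thresholds are the paper's, and since the paper gives its test of all groups together as an analysis of variance, an ordinary one-way analysis without moderation was run as an alternative. The p values measure the spread between pools of RNA. The procedure was tested on simulated data before it was run on the deposited values. No batch of arrays (slide or scan date) is given in the sources used here.

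The genes that the text names follow a rule set in advance. They are the genes that the paper names for its array data, the 10 genes with the largest rise and the 10 with the largest fall in each contrast among those that passed the test with no overlap between the 2 groups of arrays, and for each gene list and contrast up to 4 members with the largest change past the test. The values that the paper shows for the genes of the first part had been seen. This gave 262 genes, of which 1 is not reported here. In addition, 3 genes were chosen after their values were seen and are marked as such. The 42 gene lists of cell types, pathways and processes were written from textbook knowledge after the paper was read, and 4 further sets are the genes that the paper names for its 4 largest clusters, of which 136 of 151 could be analysed. For each list, the adjusted p was computed over all probe sets and again over the list alone. A level was called background when the mean of a group was at or below 3.49, the highest mean of 23 nonspecific control probe sets. Hypothalamic and thalamic markers for a test of tissue composition were listed after the largest changes had been seen, and the test used only those whose values had not been looked at.

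The coexpression network joined probe sets that differed across the groups with a Pearson correlation of at least 0.95 over the 9 arrays, and Markov clustering with inflation 2.2 and a pruning threshold of 1e-06 was written for the purpose in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A cluster was called selective where the larger mean log2 change was a rise and the change at the other time was under 0.5 of it, a rule chosen after the clusters were first computed. Over-representation of lists in the 4 largest clusters was tested by one-sided Fisher's exact tests against all other genes in the network, with 152 tests adjusted together, those of the lists with a gene in the network. No gene ontology annotation was used here. Figures were drawn with matplotlib 3.10.9.

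The counts of probe sets across the groups, in each contrast and at only 1 time were recomputed with other settings. So were 82 list counts of at least 3, the named values and the network. Not all of them were run under each of the other settings. These were limma with an intensity trend and robust hyperparameters, ordinary tests without moderation, limma on the 2 groups of each contrast alone, the replicate number as a block, a filter that keeps the probe sets with higher means, centring of each array on its median, quantile normalization, each array left out in turn, other minimum fold changes, 1 probe set per gene, other ways to represent a gene, ordinary tests of linear values with Bonferroni adjustment for the genes the paper names, and for the network another correlation threshold, linear values, another inflation, the set from the ordinary F-test and unweighted edges. A few settings were added after the data were seen. Groups of arrays were also regrouped to count how often other splits gave as many calls. The flow cytometry, quantitative PCR and histology of the paper were not analysed here.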

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

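The tests of dilution by recruited cells, of the number of microglia, of recruited macrophages and of surgery were chosen after the results were seen. For the groups themselves, 100 splits of the 9 arrays into 3 groups of 3 were compared. The real groups gave 2354 probe sets that differed and the highest of the other splits gave 577, so 1 split of the 100, the real one, was as large and chance can be excluded as the source of that count. For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. Their real values were 1262 probe sets called by limma at 1 d, 1318 at 4 d and 883 between the times, and the highest other value was 0 in each.

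*Pmch*, a hypothalamic neuropeptide gene, fell by 4.41 on the log2 scale from 1 d to 4 d (standard error 0.73, adjusted p = 0.0145 from limma), with 3.76, 4.02 and 6.10 on the 4 d arrays against 8.57, 9.31 and 9.23 on the 1 d arrays and 8.35, 9.48 and 6.84 on the PBS arrays. If the blocks of the 4 d group held less hypothalamic and thalamic tissue, other markers of these regions would be lower as well. For 15 such markers above background, the median log2 change was −0.44 from 1 d to 4 d and −0.71 at 4 d against PBS. Against PBS 14 of the 15 were below 0, although their single changes did not pass limma's threshold, and the median was −0.11 for 19 striatal and cortical markers. In replicates 1, 2 and 3 of the 4 d group, the median differences of the 15 from the PBS mean were −0.46, −0.87 and −0.09. Those of the striatal and cortical markers were −0.16, −0.01 and −0.23. Replicate 3 thus did not share the pattern in the median of the 15. Its values of *Pmch* (6.10) and of the thalamic genes *Tcf7l2* (6.74), *Ntng1* (7.12) and *Calb2* (6.91) still lay below every PBS array. The lowest PBS values of these genes were 6.84, 7.07, 7.53 and 7.23 in the same order. A dilution of brain RNA by RNA of recruited cells is argued against by 66 neuronal (striatal and cortical included), astrocyte and oligodendrocyte genes, whose median change at 4 d was −0.074 (quartiles −0.14 and −0.01), where the falls are of at least 0.58. As a hypothesis, a difference in the tissue sampled is a candidate explanation for the lower neuropeptide and thalamic genes in replicates 1 and 2 of the 4 d group. For the lower values of *Pmch*, *Tcf7l2*, *Ntng1* and *Calb2* in replicate 3 the test cannot decide, since the median of the 15 there was −0.09. An effect of LPS on these genes was not tested apart from a difference in the tissue sampled and stays open.

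The 18 homeostatic microglial genes analysed did not change alike at 4 d, with an SD of their log2 changes against PBS of 0.811 and a root mean square standard error of 0.203, a ratio of 3.99. A change in the number of microglia would move all of them by about the same amount, so it is argued against as the whole cause, while from these values it may account for a part. By flow cytometry, which was not analysed here, the paper found no significant increase of microglia. It considers cell number an unlikely explanation. RNA of recruited macrophages stays open, since 9 monocyte and recruited macrophage markers were higher at 4 d and so were 4 of 4 genes enriched in microglia (*Fcrls*, *Olfml3*, *Rnase4* and *Tmem119*), and the homogenates do not separate the cells. A change of expression within microglia over time after LPS, which the design allows, was not tested apart from these.

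Of 13 glucocorticoid and acute stress genes, a group the paper does not report on, 9 were higher at 1 d than after PBS (9 when adjusted over the list alone), such as *Angptl4* (2.72 on the log2 scale), *Plin4* (2.22) and the glucocorticoid-induced chaperone gene *Fkbp5* (1.12). Surgery and anaesthesia 1 d before collection cannot be told apart from LPS as a source of these 9 rises, because no PBS arrays collected at 1 d were analysed here.

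Other results stood out by a difference between the times or by a signal in genes that the paper does not discuss. In 4 genes the changes at 1 d and 4 d had opposite directions, each past limma's test against PBS and between the times, with log2 changes at 1 d and 4 d of −0.80 and 0.97 for the mannose receptor gene *Mrc1*, and, in 3 genes chosen after their values were seen, −0.75 and 0.98 for *Abca9*, −0.73 and 0.82 for the histone gene *H1f2*, and −0.71 and 0.62 for the histone gene *H3c1*. Oligodendrocyte and myelin genes lower at 1 d numbered 4. Endothelial and blood-brain barrier genes higher at 4 d numbered 5, and 3 without PBS replicate 2. Matrix and scar genes higher numbered 8 at 1 d and 6 at 4 d. Eicosanoid and pro-resolving mediator genes higher numbered 6 at each time. Cell cycle genes higher at 4 d numbered 12, and 7 without PBS replicate 2, LPS 4 d replicate 1 or LPS 4 d replicate 3.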

How the results depend on the processing

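The unmoderated tests on the spread pooled over the groups, the network on linear values of the ordinary F-test set and the networks with an array left out were chosen after the data were seen. Counts of probe sets are at an adjusted p under 0.05, 0 calls in any comparison were made in the other direction under another test, filter, normalization or array left out, and the cause of a move was not tested unless a setting tests fewer probe sets or changes the minimum fold change by its construction. The 2354 that differed across the groups were 4155 with the intensity trend in limma and 1311 with 1 probe set per gene. That setting gave 660 higher and 91 lower at 1 d, 720 and 35 at 4 d, 315 and 234 between the times, 236 higher only at 1 d and 296 only at 4 d. A fold change of at least 2 gave 32 lower at 1 d, 721 higher and 17 lower at 4 d, 238 in each direction between the times and 287 higher only at 4 d. No minimum fold change gave 443 lower at 1 d and 366 at 4 d, and the intensity trend 248 lower at 4 d. Ordinary tests without moderation on the 2 groups alone gave 439 higher and 34 lower at 1 d, 225 and 13 at 4 d, 1 and 0 between the times (674 and 550 at an unadjusted p under 0.05) and 94 higher only at 4 d. The pooled unmoderated spread gave 100 lower at 1 d, 55 lower at 4 d, and 248 higher and 171 lower between the times, and within the ordinary F-test set 86 lower at 1 d, 698 higher and 40 lower at 4 d, 248 and 171 between the times and 279 higher only at 4 d.

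Ordinary tests also moved list counts. At 1 d and 4 d, MHC class I presentation had 6 and 4 higher, and at 4 d MHC class II presentation had 2, lysosomal genes 11 and homeostatic microglial genes 5. Between the times the ordinary tests left 0 of each (12 homeostatic microglial, 15 lysosomal and 6 class II genes higher, 26 interferon-stimulated genes lower, 59 of paper cluster 1 lower and 47 of paper cluster 2 higher at an unadjusted p under 0.05, where limma called 12, 15, 6, 24, 52 and 44). Of 82 list counts of at least 3, ordinary tests moved 73 by over 1.5 times, the intensity trend 2, limma on 2 groups 2 (cell cycle to 7 and neutrophil markers to 5 between the times), the filter on low means 1 (neutrophil markers to 4) and an array left out at most 9. Nothing in the sources used here pairs arrays by replicate number. Same-numbered arrays had deviations from their group means with correlations of −0.03 to 0.02, and 5 of 9 arrays correlated best with one of their own number. With the replicate number as a block, 1812 probe sets differed across the groups, 1006 were higher and 162 lower at 1 d, 1068 and 120 at 4 d, and 421 and 313 between the times, and 5 of the 82 list counts moved (between the times neutrophil markers to 5, reactive astrocyte genes to 4, inhibitors of inflammatory signalling to 3 and NF-κB genes to 1, and inhibitors at 4 d to 3).

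In the network, the largest resolution-selective cluster had 387 probe sets at a correlation of at least 0.90, 435 on linear values, 383 at inflation 1.7 and 348 on linear values of the ordinary F-test set, and the adjusted p of the class II genes in the resolution-selective clusters was 0.116 in the ordinary F-test set (exact test).

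With 1 array left out, the counts ranged from 1666 to 2269 for a difference across the groups, 875 to 1056 higher and 143 to 195 lower at 1 d, 893 to 1258 and 106 to 197 at 4 d, 325 (without LPS 1 d replicate 2) to 604 higher and 262 to 391 lower between the times, 288 to 500 only at 1 d and 353 to 587 only at 4 d. Homeostatic microglial genes ranged from 8 to 9 at 4 d with 11 in each case between the times, interferon-stimulated genes from 26 to 27 at 1 d and 23 to 25 lower between the times, MHC class I genes from 12 to 14 at 1 d and 7 (without PBS replicate 2) to 11 at 4 d, class II genes from 5 (without PBS replicate 2) to 8 at 4 d and 3 (without LPS 1 d replicate 2 or LPS 4 d replicate 1) to 6 between the times, lysosomal genes from 18 to 20 at 4 d and 12 to 17 between the times, paper cluster 1 from 38 to 51 and paper cluster 2 from 35 to 45. The largest induction-selective cluster ranged from 0 (without LPS 1 d replicate 3) to 556, the largest resolution-selective one from 187 to 325 and the resolution-selective clusters among the 4 largest together from 195 (without LPS 4 d replicate 1) to 544 (without LPS 4 d replicate 2). Adjusted p values of the exact tests ranged from 2.77e-13 to 7.17e-10 for interferon-stimulated genes, 0.0290 to 0.308 for class II genes (over 0.05 without 7 of the arrays), 5.11e-05 to 0.0499 for lysosomal genes and 1.20e-12 to 1 (without LPS 4 d replicate 1) for cell cycle genes. Without LPS 1 d replicate 3, none of the 4 largest clusters was induction-selective. For that setting, the range of the interferon-stimulated genes thus holds no value from such a cluster.

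Of 512 changes of the 262 named genes, ordinary tests kept 165, limma on 2 groups 466, the block 479, the trend, median centring and quantile normalization 510 each, the mean of all probe sets 487, an array left out 457 to 487, and the filter on low means 482 of the 482 it tests. Without probe sets ending in _x_at or _s_at, 502 were kept, 9 missed the threshold and *Trem2* at 4 d turned to −0.12, on a probe set at background. Ordinary tests of linear values with Bonferroni adjustment, run for the genes the paper names, kept 268 of 307 changes, and 39 missed the threshold. Changes that missed the test turned sign for *Trem3* at 4 d (−0.0016 after median centring, and −0.066 to 0.13 over the arrays left out), *Trem1* at 4 d (−0.012 as the mean of its probe sets, and −0.014 to 0.21 over the arrays left out) and *Tmem119* at 1 d (−0.24 to 0.28 over the arrays left out, highest without LPS 1 d replicate 2 and 0.02 without PBS replicate 2, and 0.0070 on linear values). Limma on 2 groups gives no count across the groups, a minimum fold change does not apply to that count, and the filter gives no value for genes it drops. With 31.3% of genes at background, the size of a change from such a level is limited by signal.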

Differences from the paper's values

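The unmoderated tests on the spread pooled over the groups, the network on linear values of the ordinary F-test set and the networks with an array left out were chosen after the values were seen. With limma over all groups, 1163 probe sets were higher at 4 d than after PBS, and the paper's value is 534, at the same thresholds. Of the alternatives chosen before the data were examined, 1 probe set per gene (720) and a fold change of at least 2 (721) lie within 1.5 times the paper's value. The intensity trend (1336), ordinary tests (225), limma on 2 groups (1035), the replicate block (1068), the filter on low means (1146), median centring (1124), quantile normalization (1155) and no minimum fold change (1383) do not. The pooled unmoderated spread, chosen after seeing the values, also lies within it at 777, and drops 12 of the 107 genes that the paper names for its clusters and that are higher at 4 d here, and within the ordinary F-test set it gives 698 and drops 12 as well. With 1 array left out the count lay between 893 and 1258, in no case within 1.5 times the paper's.

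Higher only at 4 d were 497 probe sets, and the paper's value is 207. Of the alternatives chosen before the data were examined, 1 probe set per gene (296) and a fold change of at least 2 (287) lie within 1.5 times it, and the intensity trend (564), ordinary tests (94), limma on 2 groups (415), the replicate block (457), the filter on low means (445), median centring (478), quantile normalization (501) and no minimum fold change (604) do not. The pooled unmoderated spread within the ordinary F-test set, chosen after seeing the values, gives 279 and drops 12 of the 107 study genes at 4 d, and the same spread over all probe sets gives 355, which does not lie within it, nor do the counts with 1 array left out (353 to 587).

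The largest resolution-selective cluster had 220 probe sets, and the paper's value is 347. A correlation of at least 0.90 (387), linear values (435) and inflation 1.7 (383), all chosen before the data were examined, lie within 1.5 times it, and the ordinary F-test set (196) and unweighted edges (220) do not. Linear values of the ordinary F-test set, chosen after seeing the values, give 348, and leave 4 of the 52 genes that the paper names for this cluster outside it. With 1 array left out, a setting also chosen after seeing the values for the network, the size lay between 187 and 325, within 1.5 times the paper's in 6 of 9 cases, and it held between 22 and 32 of those 52 genes, against 23 with all arrays. The mean linear intensity of this cluster after PBS was 109, and the paper's is about 170 in Fig. 6B, read by eye. The ordinary F-test set (224) lies within 1.5 times it, and a correlation of at least 0.90 (98.0), linear values (101), inflation 1.7 (113) and unweighted edges (113) do not. Linear values of the ordinary F-test set, chosen after seeing the values, give 169, with the same 4 genes outside.

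Other counts lay within 1.5 times the paper's, and some settings came closer. Across the groups 2354 probe sets differed, the paper's value is 1779, and the ordinary F-test gave 1780. At 1 d 1064 were higher, the paper's value is 723, a fold change of at least 2 gave 729, and the pooled unmoderated spread within the ordinary F-test set, chosen after seeing the values, gave 723 and drops 10 of the 99 study genes that are higher at 1 d here. Higher only at 1 d were 398, the paper's value is 396, and the replicate block gave 395. The largest induction-selective cluster had 509 probe sets, the paper's value is 419, and linear values of the ordinary F-test set, chosen after seeing the values, gave 416 and leave 4 of 62 study genes outside.

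The paper describes suppressed transcripts as a negligible part of the response, and here 198 probe sets were lower at 1 d and 155 at 4 d, against 1064 and 1163 higher. It places some chemokine and MHC class I genes in an induction-dominant cluster, and here the 4 largest clusters held no cluster of that profile. On linear values, 1 of the 4 largest was induction-dominant, with 159 probe sets. Linear levels of the genes of Fig. 4E and Fig. 7 that were analysed all lay within 1.5 times the levels read there by eye.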

Other observations

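The gene lists and tests of this part were set in advance, and none was chosen after its result was seen. All 13 reactive astrocyte genes analysed were higher at 1 d after LPS than after PBS and 11 were higher at 4 d in limma (13 and 12 when adjusted over the list alone). The protease inhibitor gene *Serpina3n* rose by 4.95 and 3.74 on the log2 scale, *Gfap*, the intermediate filament of astrocytes, by 2.83 and 2.50, and *Cp*, the copper carrier ceruloplasmin, by 3.75 and 3.32. Between the times, 7 of the 13 fell (10 over the list alone), and 3 fell without LPS 1 d replicate 2, LPS 1 d replicate 3 or LPS 4 d replicate 3. Of 11 general astrocyte markers, 1, *Aqp4*, was higher at both times (1 and 1 over the list alone), and 1, *Gja1*, rose between the times by 0.76 (1 over the list alone). Of 14 matrix and scar genes, 8 were higher at 1 d and 6 at 4 d (9 and 6 over the list alone), among them *Tgfbi* at 3.11 and 3.46, the collagen crosslinking enzyme gene *Lox* at 1.75 and 1.97, and *Col3a1* at 1.49 and 1.67. Between the times 2 fell, *Dcn* and *Col4a1* (2 over the list alone). Of 16 endothelial and blood-brain barrier genes, 3 were higher and 1 lower at 1 d, 5 were higher at 4 d and 5 rose between the times (3, 1, 5 and 6 over the list alone). The tight junction gene *Cldn5* changed by 0.86 at 4 d and by 0.72 between the times, and the transporter gene *Slco1c1* by −0.82 at 1 d and 1.10 between the times. The number higher at 1 d was 1 without PBS replicate 1, PBS replicate 3 or LPS 1 d replicate 3, and the number higher at 4 d was 3 without PBS replicate 2.

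Of 18 eicosanoid and pro-resolving mediator genes, 6 were higher at 1 d and 6 at 4 d in limma (7 and 6 when adjusted over the list alone), with *Fpr2*, a receptor for formyl peptides and annexin A1, at 4.57 and 3.27 on the log2 scale. Between the times, 2 fell and 2 rose (3 and 2 over the list alone). The prostaglandin E2 synthesis genes *Ptgs2* and *Ptges* fell by 1.15 and 1.58, while the prostaglandin D synthase gene *Hpgds* and the thromboxane synthase gene *Tbxas1* rose by 2.13 and 0.91. Of the 13 glucocorticoid and acute stress genes, 7 fell between the times (7 over the list alone), with *Plin4* at −2.19. Of 13 alternative activation genes, 4 were higher and 1 (*Mrc1*) lower at 1 d and 5 higher at 4 d (4, 1 and 6 over the list alone), and the count at 4 d was 3 without PBS replicate 1 or 2. Between the times 1 rose and 2 (*Chil3* and *Msr1*) fell (1 and 2 over the list alone). Of 10 heat shock genes, 2 were higher at 1 d and fell between the times, the small heat shock genes *Hspb1* (1.90 and −1.70) and *Hspb8* (2 and 2 over the list alone). Of 13 genes of glycolysis, 2 were higher at 1 d and 2 at 4 d (2 and 3 over the list alone), with the hexokinase gene *Hk2* at 1.37 and 2.01. Of 16 immediate early genes, 1, *Junb*, was higher at 1 d (1 over the list alone).

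Of the 15 oligodendrocyte and myelin genes, 4 rose from 1 d to 4 d (4 over the list alone), with *Opalin* at 1.14 on the log2 scale and *Ugt8a* at 0.89. The 3 adhesion molecule genes that fell between the times (5 over the list alone) were *Sele*, *Selp* and *Madcam1*, and limma with an intensity trend called 5. Of 8 natural killer and cytotoxic genes, 2, *Gzma* and *Nkg7*, were higher at 4 d, at 0.87 and 0.74 from levels at background in all groups (2 over the list alone), and of 6 dendritic cell markers 1, *Itgax*, was higher at 0.96, also at background (1 over the list alone). Among 5 erythroid genes, 1, *Hba-a1*, fell between the times, by 1.47 (2 over the list alone). Among 9 choroid plexus markers, 1, *Sostdc1*, was lower at 1 d (−1.12) and 2, *Aqp1* and *Otx2*, fell between the times (1 lower at 1 d and 3 between the times over the list alone, with 1 higher at 1 d). Among 21 neuronal and synaptic genes, 1, *Gad2*, was lower at 4 d, by a log2 change of −0.59 (1 over the list alone). Limma called 0 of 11 striatal projection neuron markers and 0 of 8 cortical ones at either time (at an unadjusted p under 0.05, 1 striatal and 3 cortical markers were lower at 1 d and 1 cortical marker at 4 d), and ordinary tests and limma with a trend called 0 as well. For 20 genes of oxidative phosphorylation, limma called 0 in each comparison (0 at an unadjusted p under 0.05, and 0 by ordinary tests and by limma with a trend), with median log2 changes of −0.05 at 1 d and −0.06 at 4 d.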
